# The DNA methylation profile of liver tumors in C3H mice and identification of differentially methylated regions involved in the regulation of tumorigenic genes

**DOI:** 10.1186/s12885-018-4221-0

**Published:** 2018-03-22

**Authors:** Junya Matsushita, Kazuyuki Okamura, Kazuhiko Nakabayashi, Takehiro Suzuki, Yu Horibe, Tomoko Kawai, Toshihiro Sakurai, Satoshi Yamashita, Yoshikazu Higami, Gaku Ichihara, Kenichiro Hata, Keiko Nohara

**Keywords:** C3H mice, DNA methylation, Liver tumors, Reduced representation bisulfite sequencing (RRBS), 5-aza-2'-deoxycytidine

## Abstract

**Background:**

C3H mice have been frequently used in cancer studies as animal models of spontaneous liver tumors and chemically induced hepatocellular carcinoma (HCC). Epigenetic modifications, including DNA methylation, are among pivotal control mechanisms of gene expression leading to carcinogenesis. Although information on somatic mutations in liver tumors of C3H mice is available, epigenetic aspects are yet to be clarified.

**Methods:**

We performed next generation sequencing-based analysis of DNA methylation and microarray analysis of gene expression to explore genes regulated by DNA methylation in spontaneous liver tumors of C3H mice. Overlaying these data, we selected cancer-related genes whose expressions are inversely correlated with DNA methylation levels in the associated differentially methylated regions (DMRs) located around transcription start sites (TSSs) (promoter DMRs). We further assessed mutuality of the selected genes for expression and DNA methylation in human HCC using the Cancer Genome Atlas (TCGA) database.

**Results:**

We obtained data on genome-wide DNA methylation profiles in the normal and tumor livers of C3H mice. We identified promoter DMRs of genes which are reported to be related to cancer and whose expressions are inversely correlated with the DNA methylation, including *Mst1r*, *Slpi* and *Extl1*. The association between DNA methylation and gene expression was confirmed using a DNA methylation inhibitor 5-aza-2′-deoxycytidine (5-aza-dC) in Hepa1c1c7 cells and Hepa1-6 cells. Overexpression of *Mst1r* in Hepa1c1c7 cells illuminated a novel downstream pathway via IL-33 upregulation. Database search indicated that gene expressions of *Mst1r* and *Slpi* are upregulated and the TSS upstream regions are hypomethylated also in human HCC. These results suggest that DMRs, including those of *Mst1r* and *Slpi,* are involved in liver tumorigenesis in C3H mice, and also possibly in human HCC.

**Conclusions:**

Our study clarified genome wide DNA methylation landscape of C3H mice. The data provide useful information for further epigenetic studies of mice models of HCC. The present study particularly proposed novel DNA methylation-regulated pathways for *Mst1r* and *Slpi*, which may be applied not only to mouse HCC but also to human HCC.

**Electronic supplementary material:**

The online version of this article (10.1186/s12885-018-4221-0) contains supplementary material, which is available to authorized users.

## Background

C3H mice have been employed for numerous studies of carcinogenesis. The mice, particularly their males, are predisposed to spontaneously develop liver tumors in adulthood and have been used as an animal model of spontaneous hepatocellular carcinoma (HCC) [1, 2]. They are also often used as chemically induced HCC models, such as diethylnitrosamine (DEN)- or DEN and phenobarbital (DEN/PB)-induced HCC models [1, 3–5]. A recent study established an HCC model with liver cirrhosis, a key feature of human HCC, by administering carbon tetrachloride (CCl_4_) to C3H mice [6].

To investigate the process of carcinogenesis and therapeutic methods in proper animal models, information on the genetic and epigenetic background of their tumors should greatly help understanding the mechanisms involved. A well-known genetic feature of spontaneous liver tumors of C3H mice is the occurrence of somatic mutations in the proto-oncogene Ha-*ras* in approximately 10–60% of the tumors [2]. Somatic point mutations of *ras* genes (Ha-*ras*, K-*ras*, and N-*ras*) were also detected in a variety of human and animal tumors^7^. These somatic mutations activate Ras proteins and lead to activation of tumor augmenting pathways, including the RAF/MEK/ERK kinase cascade [7]. Another somatic mutation was reported in B-*raf*, a member of the RAF kinase family in about 20% of liver tumors in C3H mice administered DEN at 2 weeks of age [8]**.** B-*raf* mutation also augments the kinase activity leading to activation of the MEK/ERK cascade [5, 8].

On the other hand, some of the spontaneous liver tumors of C3H mice do not have Ha-*ras* or B-*raf* mutations [8, 9]. Epigenetic modifications, such as DNA methylation and histone modifications, are pivotal posteriori control mechanisms of gene expression and are closely involved in tumorigenesis [10]. A recent study performed next-generation sequencing of DNA methylation of human non-cirrhotic HCC and fibrolamellar hepatocellular carcinoma (FLC) and found distinctive epigenetic signatures of the two types of tumors [11]. While we previously studied methylation status in the spontaneous liver tumors of control C3H mice and liver tumors of gestationally arsenite exposed C3H mice by a methylated DNA immunoprecipitation (MeDIP)–CpG island microarray method [12], precise single base resolution analysis of DNA methylation has not been performed for the liver tumors of C3H mice.

Recent progress in genomic study using next generation sequencing enabled DNA methylation analysis at one-base pair resolution and revealed more precise modes of action of DNA methylation, beyond gene silencing by canonical CpG islands. DNA methylation is involved in suppression/activation of gene expression, transcription factor binding, splicing and nucleosome posioning [13]. In the present study, we clarified differentially methylated CpGs (DMCs) and differentially methylated regions (DMRs), where DNA in the spontaneous liver tumors of C3H mice is hyper- or hypomethylated compared to the normal livers, by reduced representation bisulfite sequencing (RRBS) method, a sequencing-based genome-wide DNA methylation analysis [14, 15]. According to the recent reports showing that DNA methylation levels within ± 1000 bp regions [13] or ± 2000 bp regions [11, 16, 17] of TSS showed a strong correlation with gene repression, we focused on DMRs within ± 2000 bp of TSS (promoter DMRs). Using the data of promoter DMRs and by in vitro experiments and PubMed search, we identified genes whose expressions are closely associated with the methylation of proximal promoter DMRs and which are involved in tumorigenesis. We also assessed the gene expression and DNA methylation status of these genes in human HCC using TCGA database to explore similarities in tumorigenic regulation in human.

## Methods

### Animals

Male C3H/HeN mice around 74 weeks of age were obtained from F2 pups of the control group of a project for investigating the effects of gestational arsenic exposure on the F2. The design of animal breeding was the same as described previously [9, 18]. Briefly, pregnant F0 C3H/HeN mice were purchased from CLEA Japan (Tokyo, Japan) and F1 and F2 pups in the control group were given free access to a standard diet (CA-1; CLEA Japan) and tap water (the control group). The mice were handled in a humane manner in accordance with the National Institute for Environmental Studies (NIES) guidelines for animal experiments.

### Cell lines and treatment

Hepa1c1c7 cells were kindly provided by Dr. Y. Fujii-Kuriyama (University of Tsukuba) in 2005 [19] and cultured in the Dulbecco’s Modified Eagle’s Medium (DMEM, SIGMA-ALDRICH, D5796) containing 10% FBS and 1% penicillin-streptomycin. Hepa1-6 cells provided by RIKEN BRC CELL BANK were cultured in DMEM containing 10% FBS, 1% penicillin-streptomycin and 5% sodium pyruvate. 5-Aza-dC was purchased from Santa Cruz (CA, USA). After attaching to the dish, cells were incubated in a culture medium containing 5-aza-dC for 72 h. For overexpression study, mouse ORF clones Mst1r (NM_001287261) and Slpi (NM_011414), and pCMV6-Kan/Neo (pCMV6KN) as an empty vector were purchased from ORIGENE Inc. (MD, USA). Hepa1c1c7 cells were transfected with 2 μg of vectors using HilyMax (Dojindo, Japan) according to the manufacturer’s instructions and gene expression changes were examined after culturing for 24 h.

### Genomic DNA extraction

Genomic DNA was prepared as previously described [18] from the normal livers and macroscopic liver tumor tissues of C3H mice and cell lines. Briefly tissues or cells were lysed in lysis buffer, treated with RNase, and purified with a phenol-chloroform mixture.

### RRBS analysis

RRBS libraries were prepared from genomic DNA of 3 normal liver tissues and 3 tumor tissues having a Ha-*ras* mutation according to the protocol reported by Boyle et al. [15]. with some modifications. Briefly, 100 ng of genomic DNA was digested with MspI, subjected to gap-filling and A-tailing, and ligated with TruSeq adaptors included in the TruSeq DNA Sample Prep Kit (FC-121-1001, Illumina). After DNA size selection and ligation efficiency were checked, adaptor-ligated DNA was subjected to bisulfite conversion and amplified by PCR. The PCR products were cleaned-up using Agencourt AMPure XP beads and sequenced on an Illumina HiSeq2500. The sequence data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE111420 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE111420).

### Alignment of RRBS data and identification of DMCs and DMRs

Bisulfite-treated sequencing reads were aligned by a paired-end alignment method for a unique best hit to the mouse reference genome (NCBI/mm10) using the Bismark program [20], and adapter trimming and quality control was performed using Trim Galore (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). The aligned data were used for generating and analyzing DNA methylation profiles using the methylKit package [21]**.** Briefly, %methylation scores were determined for CpG sites using the *read.bismark* function of methylKit as SAM format alignments files created with the Bismark aligner as input files. For each CpG site, the *read.bismark* function counts the numbers of reads with C (methylated and remained) and with T (unmethylated and converted) in both strands separately, and calculates %methylation. The obtained %methylation profiles were evaluated for their overall statistics and extent of overall similarities among samples using methyKit functions such as *getMethylationStats* and *getCorrelation* [21].

DMCs were extracted using methylKit for the cytosines in CpG sites with < 0.01 q-value by the logistic regression method, ≥10 reads in coverage and ≥ 25% methylation differences between normal and tumor tissues. Under the condition, 2,331,643 CpG sites were identified. DMRs were detected for regions containing ≥3 CpG sites and at least 1 DMC and with ≥30% absolute mean CpG methylation difference by using an eDMR package on R. eDMR implements statistical analysis [22]. Promoter DMRs, which were defined as regions within ±2000 bp from TSSs for Refseq transcripts [11, 16, 17], were extracted using bedtools 2.25.0 (bedtools.readthedocs.io). A summary of the detailed sequencing and alignment characteristics for the samples used in this study will be published elsewhere with the data of arsenite-exposed F2 mice (Okamura et al., in preparation).

### Bisulfite sequencing

Bisulfite sequencing analysis was carried out as previously described with minor modifications [23]. Genomic DNA (1 μg) was digested with EcoRI and subjected to bisulfite modification using EZ DNA Methylation-Gold Kit (Zymo Research, CA, USA). The bisulfite-treated DNA (2 ng) was amplified with the primers shown in Additional file 1: Table S1. The PCR products were purified with the Wizard SV Gel and PCR Clean-Up System (Promega) and cloned into pGEM-T Easy Vector (Promega). Obtained clones were cycle sequenced with M13RV primers (5′- CAGGAAACAGCTATGAC-3′) and a BigDye Terminator version 3.1 Cycle Sequencing Kit (Applied Biosystems, CA, USA), and analyzed with an Applied Biosystems 3730 DNA analyzer.

### Microarray analysis of gene expression

Total RNA was prepared from the 3 normal liver tissues, 3 tumor tissues having Ha-*ras* mutation and Hepa1c1c7 cells with an RNeasy Mini Kit (Qiagen, Valencia, CA, USA). After the quality of total RNA was checked using a 2100 Bioanalyzer (Agilent Technologies), the gene expression profile was analyzed using SurePrint G3 Mouse GE arrays (Agilent Technologies) according to the manufacturer’s protocol for one-color microarray-based gene expression analysis. The scanned images were analyzed with Feature Extraction Software 9.1 to obtain background subtracted and spatially detrended Processed Signal intensities. The microarray data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE104627 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE104627) and GSE104626 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE104626).

The expression data from each chip were then normalized to the 75the percentile of all measurement using Agilent Gene-Spring GX. Genes with an expression value of more than 1.0, in either normal tissues or tumor tissues or in both, were considered to be expressed above the threshold and utilized for analysis. The genes with a two- or more fold increase or decrease in mean expression values (*n* = 3) were judged to have changed. 

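On the arrays of the normal livers and liver tumors, 14852 probes had a mean expression value above 1.0 in at least 1 group. Of these, 2038 changed by 2-fold or more with p under 0.05 in the methods' t-test on the expression values, 1006 of them higher and 1032 lower in the tumors. After Benjamini-Hochberg adjustment of that test, 1666 probes were left. The expression threshold moved this count most, to 4269 probes without any threshold. Limma called 8239 of all tested probes at an adjusted p under 0.05, of which 3112 were higher and 5127 lower in the tumors, and 3478 had also changed by 2-fold or more, 1820 of them higher and 1658 lower. Of the probes that met the methods' criteria, 1994 were also called by limma. The balance between higher and lower calls depended on the scaling and on the size of change required. With the arrays scaled by their spike-in controls, an alternative chosen after seeing the data, 3361 probes were higher and 1922 lower, or 2362 and 1258 with a change of 2-fold or more.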

For Hepa1c1c7 cells with or without overexpression of *Mst1r* or *Slpi*, genes with raw expression values of more than 50, either after upregulation or before downregulation or in both cases, were utilized for further analysis.

### Real-time PCR analysis

Total RNA was prepared from tissues and cells with an RNeasy Mini Kit (Qiagen). cDNA synthesis and real-time PCR was carried out as described previously [24]. The primers used are shown in Additional file 1: Table S1.

### Prediction of the transcription factor binding site

Consensus regions of transcription factor binding sites were detected using the JASPAR database (http://jaspar.genereg.net/) [25] with the relative score threshold set at > 90% and also by using published literature.

### TCGA analysis

Forty one paired datasets of normal and HCC tissues of human livers for RNA-seq and DNA methylation levels were obtained from the TCGA database (http://cancergenome.nih.gov/). They were downloaded and used to find genes with significant expression differences and differences in DNA methylation within ±2000 bp from TSS between normal and HCC tissues.

### Statistical analysis

The differences in gene expression between the two groups were analyzed by a two-tailed paired Student’s t-test. A *p*-value < 0.05 was considered to be statistically significant. The differences in gene expression among three groups were analyzed by one-way ANOVA followed by the Turkey-Kramer test as a post hoc comparison. Spearman correlation analysis was used to determine the relationship between DNA methylation differences and gene expression ratios of normal and liver tumors in C3H mice. For multiple comparisons to identify DNA methylation differences, paired t-test with Bonferroni correction was performed.

## Results

### Genome wide analysis of DNA methylation and gene expression in normal and tumor livers of C3H mice

We conducted genome wide DNA methylation analysis for normal liver tissues and tumor tissues of male C3H mice by RRBS. Approximately 22–55 million sequence read pairs were obtained for the RRBS libraries and 63–71% of the reads were aligned to unique genomic locations. Hierarchical clustering analysis showed that DNA methylation status was distinctly separated between the normal and tumor tissues (Fig. 1a). Scatter plots of methylation values show high correlation coefficient value for each pair (Additional file 2: Figure S1).

**Fig. 1:**
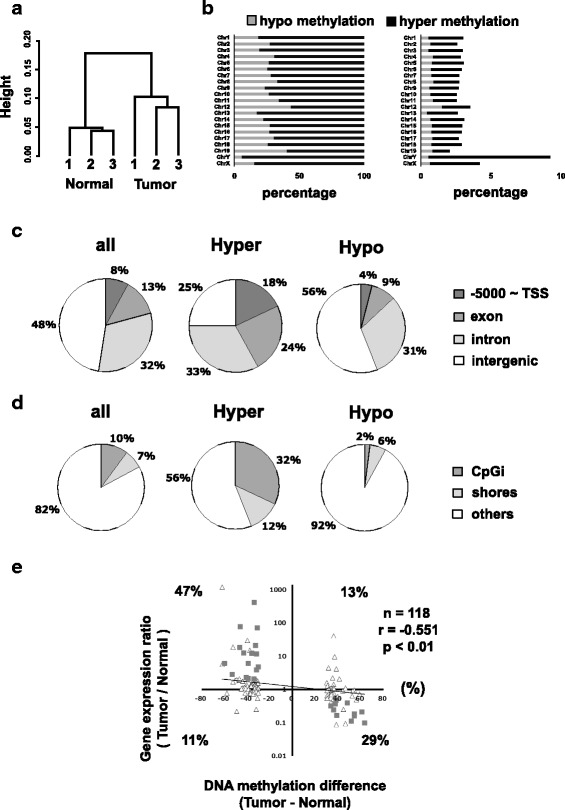
Outline of DNA methylation status of normal and tumor liver tissues in C3H mice. **a** Hierarchical clustering of methylation profiles of normal and tumor tissues using 1-Peason’s correlation distance. **b** Horizontal bar plots showing the percentage of hyper- and hypo-DMCs in all DMCc (left) and in all CpG (right) per chromosome. **c** Pie charts showing percentage of DMCs in the region between − 5000 bp and TSS, exon, intron and intergenic. **d** Pie charts showing percentage of DMCs in CpG islands, CpG island shores (defined as 2 kb flanks of CpG islands) and other regions. **e** The scatter plot of DNA methylation differences of DMRs and gene expression ratios between the normal and tumor tissues. The data of 118 expressing genes with the promoter DMRs were used. The relationship between DNA methylation differences and gene expression ratios of normal and liver tumors was determined by Spearman correlation analysis. 28 DMRs whose associated genes are up- or downregulated by hypo- or hyper-DMRs more than 2-fold in tumor tissues and appear in a PubMed search for the term “cancer” were shown in square, and listed in Table 1. Triangle plots indicate other DMRs

We identified 103,965 DMCs (4.5% in total CpGs) with higher ratios of hypo-methylated CpGs in tumor tissues (hypo-DMCs), such as 60–80% in total DMCs in autosomal chromosomes and more than 90% in sex chromosomes (Fig. 1b). Annotation analysis showed that the majority of DMCs were in intron and intergenic regions (Fig. 1c) and in the region other than CpG island (CGI) or CGI shore (Fig. 1d). Higher ratio of hyper-DMCs, compared with hypo-DMCs, were found in the region between − 5000 bp upstream and TSS (Fig. 1c) and in CGI and CGI shore (Fig. 1d).

We then identified 3337 DMRs (Additional file 3: Table S2) including 225 promoter DMRs. Among the 225 genes driven by the differentially methylated promoters, 118 genes are expressed (see Methods). 

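Gene expression was measured in 3 normal livers and 3 liver tumors with Ha-ras mutation from male C3H mice, a strain that develops liver tumors spontaneously. The mice were around 74 weeks old by the paper, and 74 to 75 weeks by the sample labels. RNA of each tissue was labelled with Cy3 and hybridised to its own SurePrint G3 Mouse GE array, a 1-color array of 62976 spots that carry 55681 different probes besides the controls. The authors obtained background subtracted and spatially detrended processed signals and divided them by the 75th percentile of the array. That percentile lay between 123.857 and 176.828 in the normal livers and between 171.02 and 182.627 in the liver tumors. Between 44.7% and 47.2% of the spots were well above background on the arrays of normal livers, and between 47.3% and 48.9% on those of liver tumors, and 0 spots were saturated. The 3 normal livers shared slide 1 and the 3 tumors slide 2, so slide and tissue cannot be told apart. The median local background was 42 to 45 on the first slide and 22 to 23 on the second. From the deposited processed signals, log2 values scaled to the same percentile were averaged over the spots of a probe, and the 24901 probes well above background on all 3 arrays of at least 1 group were tested with limma. Across these probes, normal livers correlated with each other at 0.989 to 0.992 and tumors at 0.980 to 0.990, while a normal liver and a tumor correlated at 0.914 to 0.950. Probes are not independent replicates, and the number of arrays limits the precision. Where a gene had several probes, the probe with the highest mean log2 signal over the 6 arrays was used.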

The methylation status of the 118 promoter DMRs was inversely associated with gene expression [13, 16, 17]. The scatter plot of DNA methylation differences of DMRs and gene expression ratios between the normal and tumor tissues of the 118 genes showed moderate inverse correlation (Fig. 1e). 

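Each of the 27 genes of Table 1 was measured on the arrays, and 16 were higher and 11 lower in the liver tumors than in the normal livers, all by 2-fold or more. All 27 were called over all tested probes, with limma's adjusted p between 9.14e-06 and 0.0200. The lowest was that of Mst1r, from a fit to normal readings not well above background. All 27 were also called when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. In each of the 27 genes the groups did not overlap, which held for 51.8% of all genes tested and would hold for 10% by chance. The median log2 fold change was 2.87 among the higher genes and -2.13 among the lower genes. The largest fall was that of Cyp8b1, with a log2 fold change of -3.73 (standard error 0.85). The smallest changes were those of Marveld2, with 1.01 (standard error 0.20), and Pdk2, with -1.12 (standard error 0.21). Of the alternatives without pairing, the methods' t-test on log2 values with adjustment over all tested probes lowered the number of called genes most, to 22. Without normal liver 1 or normal liver 2, Igfals, Adam11 and Cyp8b1 were no longer called, and without normal liver 3, Igfals and Adam11 were not. The probe of Mst1r was not well above background in any normal liver, those of Cela1 and Fgl2 were so in 1 of 3 normal livers, and that of Nfe2 in 2 of 3. Several probes were present for 6 of the genes. The second probe of Adam11 had a log2 fold change of only -0.09, and the probes of Snx29 and Slc17a8 differed in the size of the fall. The ratio of arithmetic means lay within 1% of the paper's reported ratio for 18 genes.

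**Figure D1:**
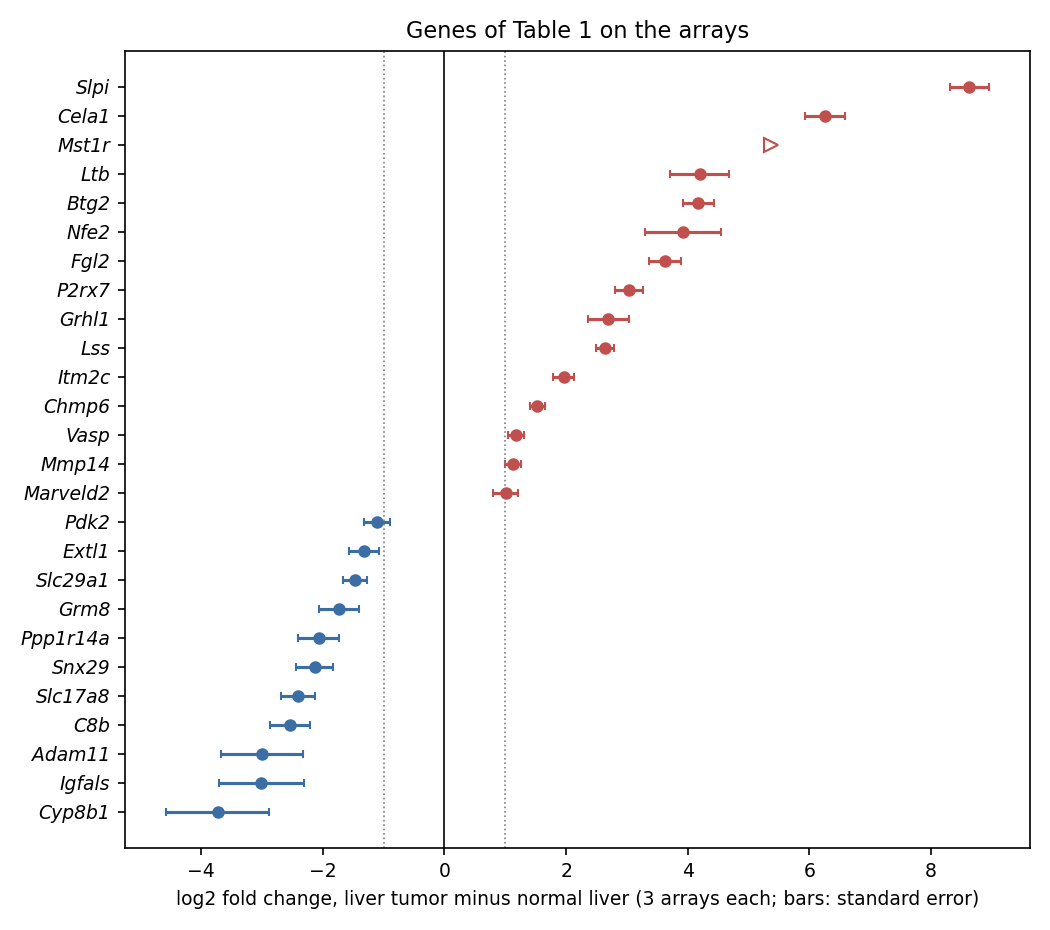
Log2 fold change of 26 of the 27 genes of Table 1 (horizontal axis, liver tumor minus normal liver, 3 arrays in each group), with the genes on the vertical axis. Points are limma's estimates with their standard errors, the open triangle of Mst1r is a lower bound, and the changes range from -3.73 for Cyp8b1 to 8.63 for Slpi.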

From the 118 genes, we shortlisted 27 genes which show more than 2-fold expression differences (*p* < 0.05) between normal and tumor tissues and inverse association with methylation status of the DMR, and which appear in a PubMed search for the term “cancer” (Table 1 and gray square in Fig. 1e).

**Table 1:** Shortlist of the selected genes^a^

Associated gene	discription	DMR position	DMR Distance from TSS	DMCs number	Methylation difference (Tumor -Normal)	Gene expression (Tumor / Normal)	
						ratio	*p*-value
downstream							
Slpi	secretory leukocyte protease inhibitor	chr2: 164355520–164,355,812	+ 697	9	−33.83	408.37	0.0090
Cela1	chymotrypsin-like elastase family, member 1	chr15: 100687184–100,687,240	+ 682	3	−31.23	71.51	0.0003
Mst1r	macrophage stimulating 1 receptor	chr9: 107908081–107,908,516	+ 1192	13	−46.34	67.47	0.0005
Btg2	B cell translocation gene 2	chr1: 134077506–134,077,566	+ 1591	3	−46.61	18.30	0.0050
Fgl2	fibrinogen-like protein 2	chr5: 21373036–21,373,583	+ 366	10	−31.73	11.88	0.0002
P2rx7	purinergic receptor P2X	chr5: 122644473–122,644,655	+ 562	4	−43.12	8.23	0.0031
Lss	lanosterol synthase	chr10: 76532531–76,532,879	+ 904	8	−59.93	6.17	0.0000
Grhl1	grainyhead-like 1	chr12: 24573292–24,573,626	+ 1005	3	−39.22	6.06	0.0020
Itm2c	integral membrane protein 2c	chr1: 85895741–85,895,786	+ 1231	3	−31.78	3.91	0.0015
Chmp6	charged multivesicular body protein 6	chr11: 119915542–119,915,667	+ 1732	6	−53.11	2.88	0.0002
Vasp	vasodilator-stimulated phosphoprotein	chr7: 19269155–19,269,927	+ 1929	14	−40.96	2.27	0.0016
Mmp14	matrix metallopeptidase 14	chr14: 54433543–54,434,231	**+** 1939	13	−39.11	2.19	0.0012
Marveld2	MARVEL domain containing 2	chr13: 100615630–100,615,803	+ 1143	2	−34.10	2.06	0.0238
Pdk2	pyruvate dehydrogenase kinase, isoenzyme 2	chr11: 95039447–95,039,657	+ 1716	7	38.16	0.48	0.0034
Extl1	exostoses-like 1	chr4: 134371099–134,371,620	+ 929	44	48.12	0.39	0.0216
Grm8	glutamate receptor, metabotropic 8	chr6: 28133156–28,133,165	+ 1206	3	33.66	0.32	0.0016
Ppp1r14a	protein phosphatase 1, regulatory inhibitor subunit 14A	chr7: 29291240–29,291,527	+ 1920	8	36.03	0.25	0.0052
Snx29	sorting nexin 29	chr16: 11405750–11,405,827	+ 102	3	60.92	0.22	0.0218
C8b	complement component 8, beta polypeptide	chr4: 104767260–104,767,325	+ 943	7	54.51	0.18	0.0066
Igfals	insulin-like growth factor binding protein, acid labile subunit	chr17: 24880338–24,882,131	+ 1568	57	38.73	0.17	0.0003
Adam11	a disintegrin and metallopeptidase domain 11	chr11: 102762268–102,762,503	+ 829	16	54.16	0.16	0.0002
Cyp8b1	cytochrome P450, family 8, subfamily b, polypeptide 1	chr9: 121914943–121,915,025	+ 1279	6	63.26	0.10	0.0231
Upstream							
Ltb	lymphotoxin B	chr17: 35194367–35,194,502	−4	3	−32.55	20.94	0.0410
Nfe2	nuclear factor, erythroid derived 2	chr15: 103259509–103,259,588	− 1105	4	−36.04	12.39	0.0045
Hmgcr	3-hydroxy-3-methylglutaryl-coenzyme A reductase	chr13: 96671738–96,671,790	− 801	1	−30.40	4.80	0.0144
Slc29a1	solute carrier family 29 member 1	chr17: 45600404–45,600,454	− 800	2	37.50	0.37	0.0010
Slc17a8	solute carrier family 17	chr10: 89621306–89,622,039	−60	7	51.72	0.11	0.0142

^a^These genes are hit by PubMed search for the term “cancer” and whose expressions are up- or down-regulated more than 2-fold in an inverse manner compared to the methylation rates between the normal and tumor tissues. Chr: chromosome, DMR: differentially methylated region, DMC: differentially methylated cytosine, TSS: transcription start site. *P*-values were analyzed by Student’s t-test

### Expressions of *Mst1r, Slpi* and *Extl1* are associated with DNA methylation alterations in the liver tumors of C3H mice

Among the genes shown in Table 1, we focused on *Mst1r* and *Slpi,* which are greatly up- regulated (67- and 408-fold, *p*-value 0.0005 and 0.009, respectively) and have relatively large numbers of DMCs (13 and 9) in the DMRs, and *Extl1*, which have a large number of DMCs (44 DMCs) in the DMR. 

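The expression value of Mst1r (probe A_51_P110672) was 4.74 ± 0.75 (SD, n = 3) in the liver tumors, while its probe was not well above background in any normal liver, where it read 0.0730 on average. Only a bound can therefore be given. The tumors' mean log2 signal was set against the mean of, on each array of a normal liver, the higher of the lowest signal among probes well above background and the probe's own signal. By this bound Mst1r was at least 41.4-fold higher in the tumors. The bound itself was not tested. Limma's adjusted p of 9.14e-06 belongs to the fit of the probe's own readings, including those of the normal livers. Slpi (probe A_52_P472324) had an expression value of 0.817 ± 0.201 (SD, n = 3) in the normal livers and 334 ± 122 (SD, n = 3) in the tumors, a log2 fold change of 8.63 (standard error 0.32, limma's adjusted p = 3.99e-05). The tumors differed among themselves, with 438 in tumor 1, 201 in tumor 2 and 363 in tumor 3, but each lay far above the highest normal liver. Extl1 (probe A_51_P346893) fell from 1.41 ± 0.39 (SD, n = 3) to 0.554 ± 0.101 (SD, n = 3), a log2 fold change of -1.32 (standard error 0.25, limma's adjusted p = 0.0101). The lowest normal liver, at 0.963, was above the highest tumor, at 0.666. For each of the genes an exact permutation test gave a two-sided p = 0.1, the smallest that 3 against 3 samples allow. Each gene was measured by a single probe. After normexp background correction, which adds an offset to dim signals, the fitted ratio of Mst1r was 10.3, below the bound given by the processed signal, and Extl1 fell by 0.88 on the log2 scale, less than 2-fold. From the large up-regulation of Mst1r and Slpi and the numbers of DMCs in the DMRs of all of these genes, the paper chose them for its further experiments.

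**Figure D2:**
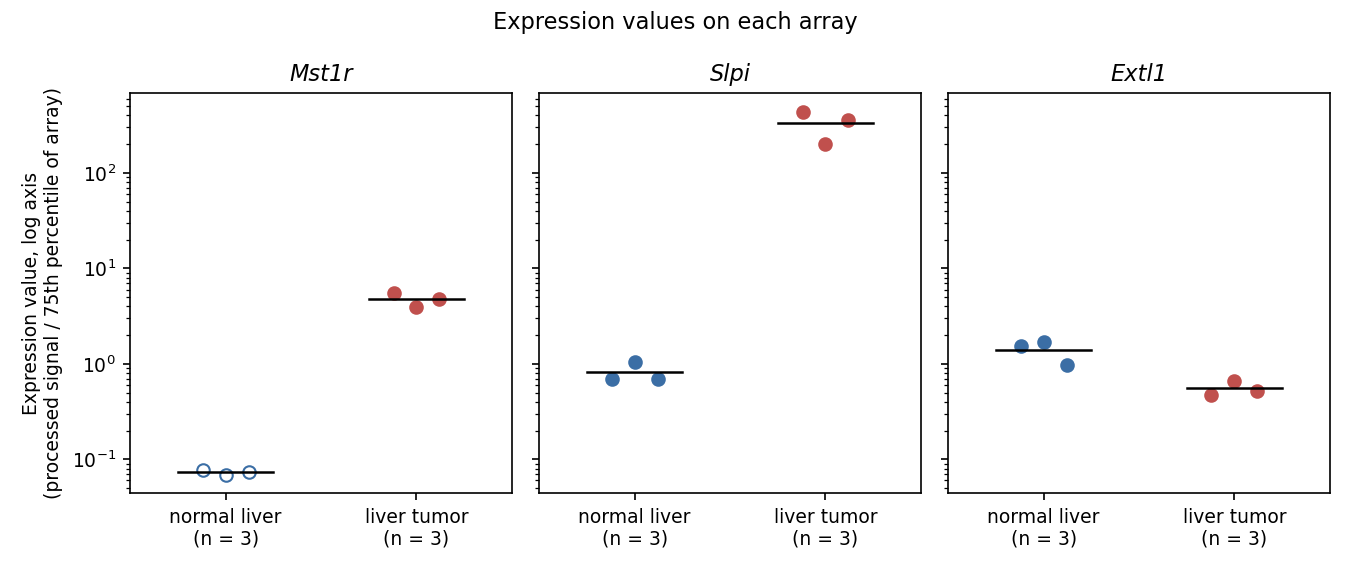
Expression value of Mst1r, Slpi and Extl1 on each array (vertical log axis, processed signal divided by the array's 75th percentile) in 3 normal livers and 3 liver tumors, with a line at the arithmetic mean of each group. Open circles are arrays on which the probe was not well above background, and the groups lie apart in each panel, most widely for Slpi with means of 0.817 and 334.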

Mst1r is a receptor tyrosine kinase activated by the binding of the ligand, Mst1 (macrophage-stimulating 1, also known as hepatocyte growth factor-like; HGFL) [26, 27]. Overexpression of Mst1r activates the molecule without the need of the ligands [27]. Such overexpression and activation of Mst1r are found in many types of human cancers and often correlate with poor prognosis in various cancers [27]. Slpi has activity as serine protease inhibitor and is overexpressed in various types of cancers [28], including mouse liver tumors induced by CCl_4_ or DEN [4]. *Extl1* is a putative tumor-suppressor gene found in neuroblastoma patients [29].

The DNA methylation status of these genes are visualized in Figs. 2a, 3a, and 4a. *Mst1r* and *Slpi*, which are upregulated in the tumors, have hypo-DMRs starting from + 1192 and + 697 bps from TSS, respectively. 

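In the RefSeq annotation of GRCm38.p6, Mst1r lies on chromosome 9 from 107906858 to 107920383. The paper's DMR of Mst1r, from 107908081 to 107908516, is 436 bp long and lies inside the gene, 1223 bp from its lower end. Slpi lies on chromosome 2 from 164354070 to 164356507. Its DMR, from 164355520 to 164355812, is 293 bp long and also lies inside the gene, 695 bp from its upper end. Of the DMRs in Table 1, 21 lie within the annotated gene. The strand, exons and introns of the genes are not analysed here.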

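Extl1 lies on chromosome 4 of GRCm38.p6 from 134356373 to 134372547. The paper's DMR of this gene, from 134371099 to 134371620, is 522 bp long and lies inside the gene, 927 bp from its upper end.

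**Figure D3:**
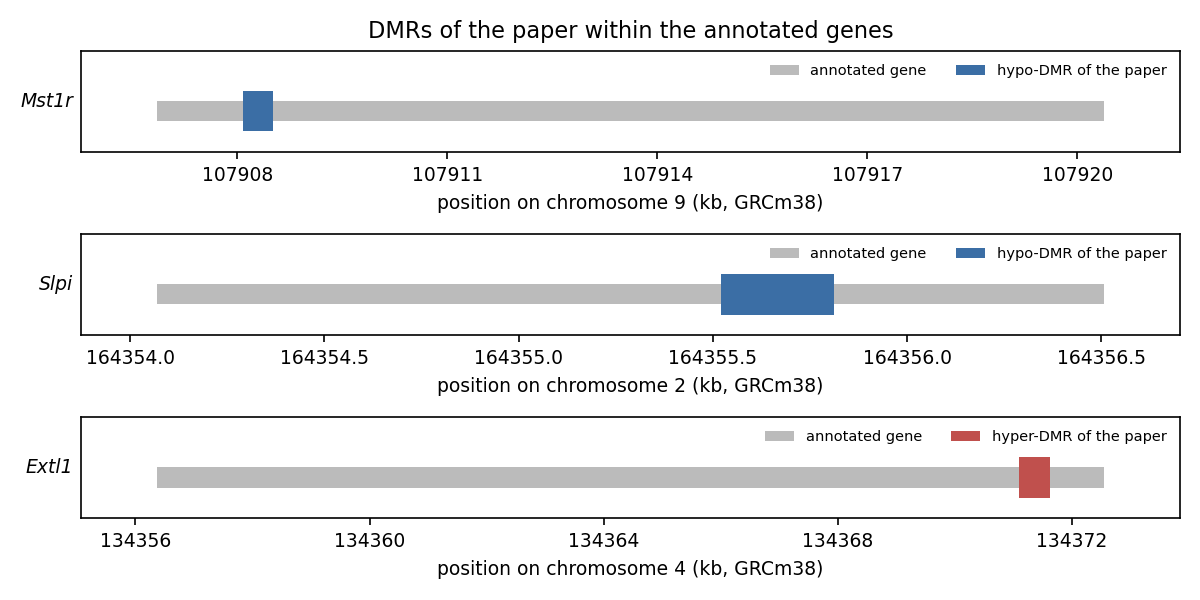
Annotated span of Mst1r, Slpi and Extl1 and the paper's DMR in each, along the position on the chromosome (horizontal axis, GRCm38, each panel with its own scale). The DMR lies inside each gene, nearer the lower end in Mst1r and nearer the upper end in Slpi and Extl1.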

*Extl1,* whose expression is downregulated in the tumors, has hyper-DMR starting from + 929 bp from TSS. We validated the DNA methylation status of these DMRs by bisulfite sequencing (Figs. 2b, 3b, and 4b) and confirmed that the RRBS data correlated well with the bisulfite sequencing data. We also measured gene expression levels of the normal and tumor tissues by real-time PCR and confirmed up-regulation of *Mst1r* and *Slpi* and down-regulation of *Extl1* in the tumor tissues (Figs. 2c, 3c, and 4c). The expression levels of these genes did not differ between tumor tissues with and without Ha-*ras* mutation (Additional file 2: Figure S2).

**Fig. 2:**
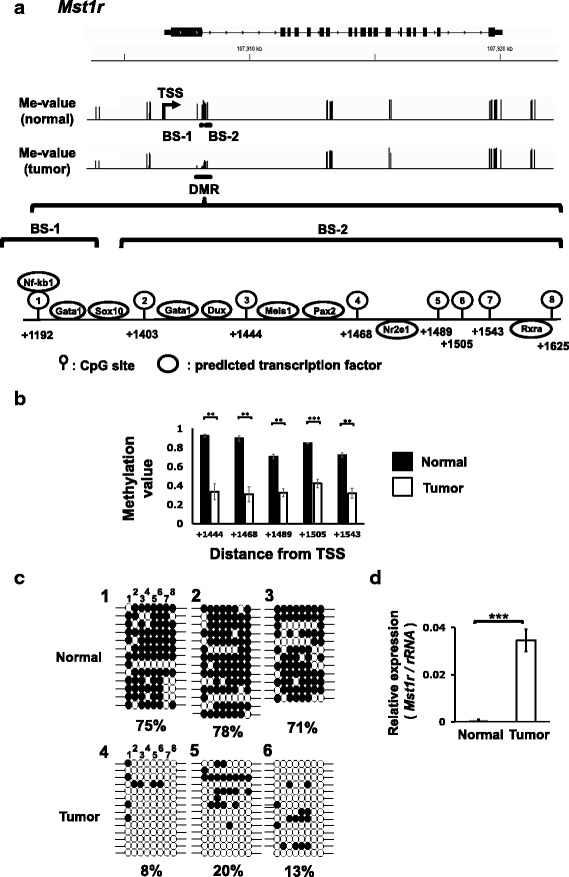
*Mst1r* associated with hypo-DMR is up-regulated in the liver tumor tissues of C3H mice. **a** Schematic view of the *Mst1r* locus. Methylation levels of CpG sites were visualized using Integrative Genomics Viewer (IGV) software. The position of TSS, DMR and the positions assessed by bisulfite sequencing (BS-1 and BS-2) were indicated. The magnified view indicates 8 CpG positions in the DMR and predicted transcription factor binding sites. **b** The average methylation values of the CpG sites in normal and tumor tissues. The CpG sites with ≥10 reads on both strands (≥20 reads in total) are indicated. Statistical significance between normal and tumor tissue was analyzed by Student’s t-test. **, *** Significantly different at *p* < 0.01 and 0.001, respectively. **c** Validation of RRBS data for normal and tumor liver tissues of C3H mice by bisulfite sequencing. Methylated and unmethylated cytosine are shown as ● and ○ respectively. The numbers above the circles indicate the position of CpG shown in Fig. 1a. **d** Validation of gene expression levels of *Mst1r* by real-time PCR in the normal (*n* = 6) and tumor tissues (*n* = 11) of C3H mice. The expression of *Mst1r* is normalized to the expression of *rRNA*. Statistical significance between the two groups was analyzed by Student’s t-test. *** Significantly different at *p* < 0.001

**Fig. 3:**
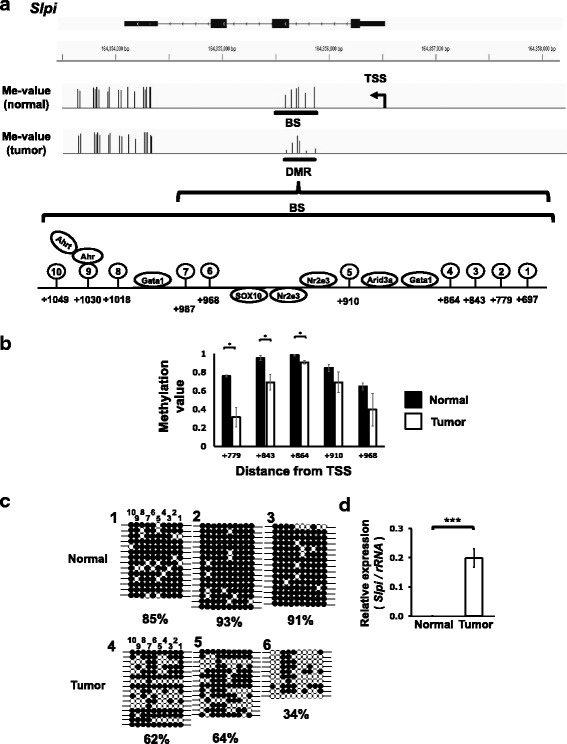
*Slpi* associated with hypo-DMR is up-regulated in the liver tumor tissues of C3H mice. **a** Schematic view of the *Slpi* locus. The position of TSS, DMR and the position assessed by bisulfite sequencing (BS) were indicated. The magnified view indicates 7 CpG positions in the DMR and predicted transcription factor binding sites. **b** The average methylation values of the CpG sites in normal and tumor tissues. The CpG sites with ≥10 reads on both strands are indicated. Statistical significance between normal and tumor tissue was analyzed by Student’s t-test. * Significantly different at *p* < 0.05. **c**Validation of RRBS data for normal and tumor liver tissues of C3H mice by bisulfite sequencing. Methylated and unmethylated cytosine are shown as ● and ○ respectively. **d** Validation of gene expression levels of Slpi by real-time PCR in the normal (*n* = 6) and tumor tissues (*n* = 11) of C3H mice. The expression of Slpi is normalized to the expression of *rRNA*. Statistical significance between the two groups was analyzed by the Student’s t-test. *** Significantly different at *p* < 0.001

**Fig. 4:**
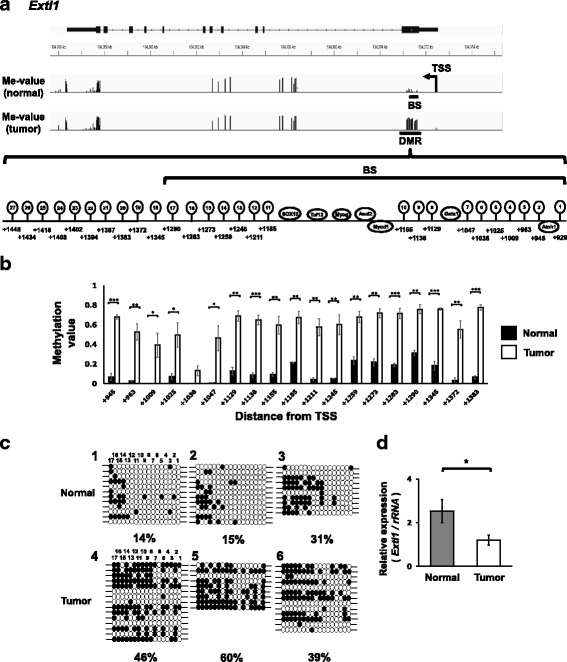
*Extl1* associated with hyper-DMR is down-regulated in the liver tumor tissues of C3H mice. **a** Schematic representation of the *Extl1* locus. The position of TSS, DMR and the position assessed by bisulfite sequencing (BS) were indicated. The magnified view indicates 27 CpG positions in the DMR and predicted transcription factor binding sites. **b** The average methylation values of the CpG sites in normal and tumor tissues. The CpG sites with ≥10 reads on both strands are indicated. Statistical significance between normal and tumor tissue was analyzed by Student’s t-test. *, **, *** Significantly different at *p* < 0.05, 0.01 and 0.001, respectively. **c** Validation of RRBS data for normal and tumor liver tissues of C3H mice by bisulfite sequencing. Methylated and unmethylated cytosine are shown as ● and ○ respectively. **d** Validation of gene expression levels of *Extl1* by real-time PCR in the normal (*n* = 6) and tumor tissues (*n* = 11) of C3H mice. The expression of *Extl1* is normalized to the expression of *rRNA*. Statistical significance between the two groups was analyzed by the Student’s t-test. * Significantly different at *P* < 0.05

### Expressions of *Mst1r, Slpi*, and *Extl1* are upregulated in cancer cell lines by 5-aza-dC treatment

To determine whether DNA methylation alterations in the DMRs of *Mst1r, Slpi*, and *Extl1* are involved in the expression of these genes, we assessed the effects of the DNA methylation inhibitor 5-aza-dC on the DNA methylation statuses and gene expressions in mouse liver cancer cell lines (Fig. 5). *Mst1r* and *Slpi* were up-regulated and hypomethylated at DMRs by culturing Hepa1c1c7 cells with 50 μM and 100 μM of 5-aza-dC (Fig. 5a, c). Expression of Extl1 was not detected in Hepa1c1c7 cells. In Hepa1-6 cells, the three genes were up-regulated and their DMRs were hypomethylated by culturing with 0.1 and 1 μM of 5-aza-dC (Fig. 5b, d, e). These data support the notion that expressions of *Mst1r, Slpi* and *Extl1* are upregulated by hypomethylation of DMRs.

**Fig. 5:**
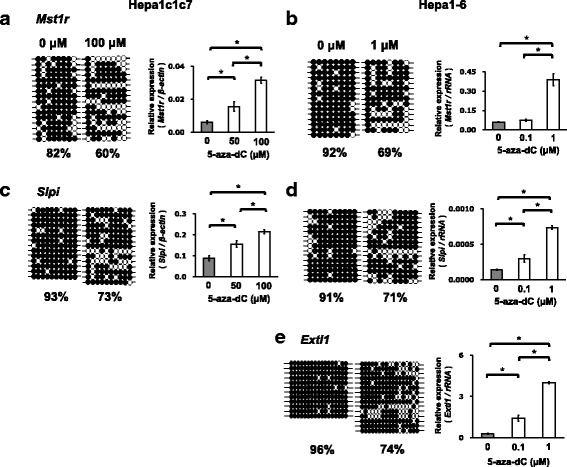
Reduced DNA methylation of DMRs of *Mst1r, Slpi,* and *Extl1* after 5-aza-dC treatment are associated with up-regulation of these genes in hepa1c1c7 cells and Hepa1-6 cells. Hepa1-6 cells (**b**, **d**, **e**) and Hepa1c1c7 cells (**a**, **c**) were cultured with 0, 0.1 or 1 μM of 5-aza-dC, and 0, 50 or 100 μM of 5-aza-dC for 72 h, respectively. Left figures: the results of bisulfite sequencing of CpGs detected in the DMRs of liver tumors in C3H mice. ●: methylated cytosine, ○: unmethylated cytosine. Right figures: the expressions of *Mst1r, Slpi,* and *Extl* were measured by real-time PCR and normalized to the expression of β-actin or rRNA (*n* = 3). Statistical significance was analyzed by one-way ANOVA followed by Turkey-Kramer test as a post hoc comparison. *^,^ **^,^ *** Significantly different at *p* < 0.05, 0.01, and 0.001, respectively

Interestingly, susceptibility against 5-aza-dC largely differed between the two cell lines. Measurement of gene expression levels of DNA methyltransferase *Dnmt1/3a/3b* and DNA demethylation enzymes T*et1/2/3,* the major enzymes determining DNA methylation level*,* clarified that Hepa1-6 cells have significantly lower expression levels of *Dnmts* in comparison with Hepa1c1c7 cells (Additional file 2: Figure S3). Expression levels of *Tet2* was also significantly lower in Hepa1-6 cells compared to Hepa1c1c7 cells (*p* < 0.01). *Tet1* expression was not detected in either cell line. These results suggest that the lowered expression of DNA methyltransferases is involved in the different sensitivity to 5-aza-dC between Hepa1-6 and Hepa1c1c7 cells.

### Transcription factor (TF) binding sites in the DMRs of *Mst1r* and *Slpi*

DNA methylation of TF binding sites or their proximity near the TSS can affect the binding of transcription factors and regulate transcription of genes [13, 30]. We searched for TF binding sites in the DMRs of *Mst1r, Slpi*, and *Extl1* using the JASPAR database [25] and literature. We found a CpG site overlapping NF-kB binding site in the DMR of *Mst1r* (Fig. 2a) and one overlapping AhR binding site in the DMR of *Slpi* (Fig. 3a). Methylation of CpG in the binding sequence for NF-kB [31] and AhR [32, 33] have been reported to inhibit their binding affinities. No CpG site overlapping the TF binding site was detected in the DMR of *Extl1* (Fig. 4a).

### Overexpression of *Mst1r* induces robust expression of *Il33*

We further assessed whether upregulation of *Mst1r* and *Slpi* play causal roles in tumorigenesis by overexpressing these genes and analyzing gene expression changes using microarrays in hepa1c1c7 cells.

We selected genes which are statistically significantly up or down regulated more than 10 fold by overexpression of *Mst1r* or *Slpi*, also show the same direction of significant expression changes in the liver tumors of C3H mice, and are found to be related with “cancer” by a PubMed search.

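In the liver tissues, Il33 (probe A_55_P1964960) was well above background on all 6 arrays. Its expression value was 0.233 ± 0.0538 (SD, n = 3) in the normal livers and 2.15 ± 0.58 (SD, n = 3) in the liver tumors, a log2 fold change of 3.19 (standard error 0.26, limma's adjusted p = 6.18e-04). Each of the 3 tumors was above each of the 3 normal livers. The gene lies on chromosome 19 of GRCm38.p6 from 29925113 to 29960718. Arrays of cells that overexpress Mst1r are not analysed here.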

Overexpression of *Mst1r* induced *IL33* which meets all the above criteria (Fig. 6a, b). Real-time PCR confirmed up-regulation of *IL33* in the liver tumors of C3H mice (Fig. 6c). No gene was identified under the criteria in the cells overexpressing *Slpi.*

**Fig. 6:**
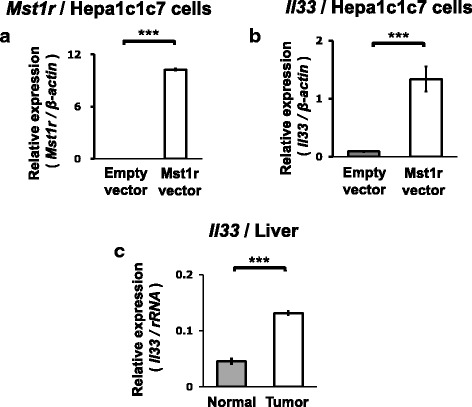
Overexpression of *Mst1r* induces IL33 in Hepa1c1c7 cells. Overexpression of *Mst1r* (**a**) and upregulation of *IL33* by *Mst1r* overexpression (**b**) in Hepa1c1c7 cells was confirmed by real-time PCR. *** Significantly different at *p* < 0.001 (*n* = 3). (**c**) Confirmation by real-time PCR of upregulation of *IL33* in the tumor tissues (*n* = 11) compared to the normal tissues (*n* = 6) of C3H mice. Statistical significance between the two groups was analyzed by the Student’s t-test. *** Significantly different at *p* < 0.001

### *Mst1r* and *Slpi* are upregulated in human HCC with altered DNA methylation status around the TSS

We analyzed the association between gene expression and DNA methylation status of human HCC by use of TCGA database. Data from 41 pairs of normal livers and HCC tissues were used for each analysis (Additional file 4: Table S3). Expression of *Mst1r* and *Slpi* are upregulated in the human HCC dataset we selected (Fig. 7a and b), as reported previously [27, 28]. Similar to the methylation status of *Mst1r* and *Slpi* in C3H mice, the downstream regions of TSS in both genes were weakly but significantly hypomethylated in human HCC compared to the normal liver tissues (Fig. 7c). These results showed the possibility that both the genes are regulated by DNA methylation, not only in the liver tumors of C3H mice, but also in human HCC. Furthermore, the expression of IL-33 strongly (*r* = 0.807), although not significantly (*p* < 0.1), correlated with *MST1R* expression in human HCC tissues highly expressing *MST1R* (Fig. 7d). Correlation was not observed between the expressions of the two genes when all the 41 pairs were analyzed (*r* = 0.095).

**Fig. 7:**
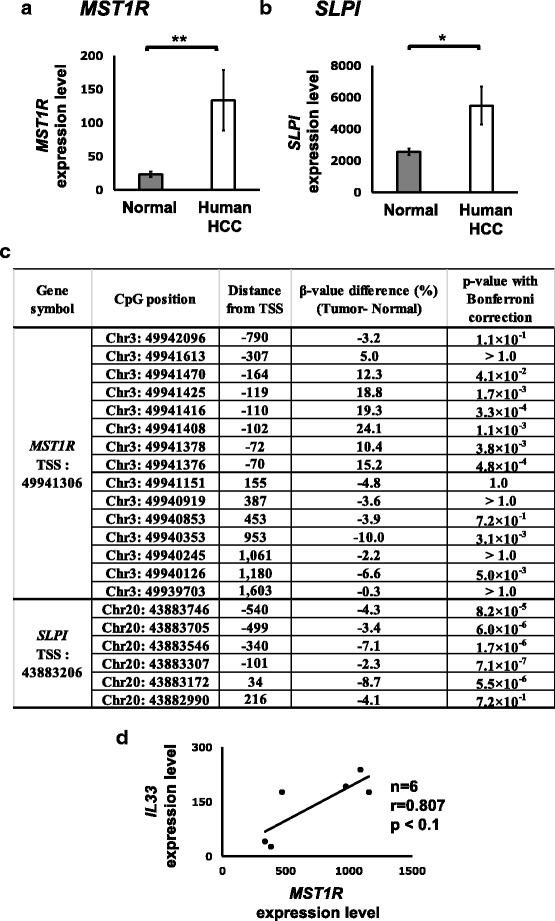
Human database searches showed hypomethylation of downstream regions of *MST1R* and *SLPI* with upregulation of their expressions. RNA-seq dataset and DNA methylation dataset of 41 paired normal and tumor tissues of human livers were downloaded from TCGA. **a**, **b** Average gene expression ratio (tumor tissues/normal tissues) was calculated using 41 paired data from TCGA. *^,^ ** Significantly different at *P* < 0.05, and 0.01, respectively. **c** The difference in DNA methylation β-value (tumor – normal) for each CpG around TSS was calculated using 41 paired data from TCGA. **d** The correlation between expressions of *MST1R* and *IL33* in the HCC tissues highly expressing *MST1R*

## Discussion

In the present study, we investigated the DNA methylation landscape of liver tumors of C3H mice by RRBS analysis. Hypo-DNA methylation is a well-known feature of tumors [34]. The present study clarified a large increase in the number of hypo-DMCs in the liver tumors of C3H mice (Fig. 1b), well illustrating the features of tumors. The present study further identified tumor-specific DMRs, including promoter DMRs for cancer-related genes.

Among the genes with promoter DMRs, we focused on three genes, *Mst1r*, *Slpi* and *Extl1* (Table 1). Mst1r activation is involved in tumor augmenting signaling pathways, such as the PI3K/AKT and RAS/ERK pathways [27]. *Slpi* is overexpressed in various types of cancers [28]. While there are studies reporting anti-metastatic activity of Slpi, a large body of studies reported overexpression of *Slpi* augments or associates with tumor proliferation and invasion in cancers of many origins [28, 35]. *Extl1* is reported as a putative tumor-suppressor gene [29]. The present study showed hypo-DMR around + 1000 bp from TSS and robust upregulation in *Mst1r* and *Slpi* in the tumors (Figs. 2 and 3) and hyper-DMR around + 1000 bp from TSS and downregulation of *Extl1* in the tumors (Fig. 4). These DMRs, which are not overlapped with CpG island, were not detected in our previous study on the spontaneous liver tumors of C3H mice using MeDIP-CpG microarrays [12]. Furthermore, this study firstly reported an association between expression changes of these genes and DMRs by an in vitro experiment using 5-aza-dC (Fig. 5).

We analyzed TCGA data for 41 pairs of normal and HCC tissues from patients and found overexpression of *MST1R* and *SLPI* and lowered DNA methylation of TSS down-stream region also in human HCC (Fig. 7). On the other hand, a recent study reported downregulation of *MST1R* and hypermethylation of the TSS upstream region in human hepatoblastomas [36]. The TSS upstream region of *MST1R* in the human HCC we analyzed was hypermethylated with transcription upregulation (Fig. 7c). Thus, *MST1R* expression and the association of DNA methylation status differ between HCC and hepatoblastomas. Aiming to target MST1R for cancer therapy, drugs such as tyrosine kinase inhibitors against the tyrosine kinase activity of MST1R and monoclonal antibodies against MST1R are being developed and some of these are under clinical trials or in research phases [27]. The results of the present study encourage further study on DNA methylation status around TSS of *Mst1r* to develop epigenetic therapies.

In the present study, we further identified *IL33* as the putative down-stream targets of Mst1r by overexpression of *Mst1r* into hepa1c1c7 cells (Fig. 6c). *IL33* was also upregulated in the tumor tissues of C3H mice (Fig. 6e) and its expression is associated with *MST1R* expression in higher *MST1R* expressing group (Fig. 7d). *IL33* activates NF-kB and ERK signaling pathways and is implicated in HCC [37]. The present study newly demonstrates the possibility that *IL33* is a down-stream target of Mst1r and is involved in the liver tumors of C3H mice and in human HCC.

DNA methylation exerts a variety of modes of action. DNA methylation of TF binding sequences affects the affinity of TFs to DNA [13, 30]. Hypermethylation of the *Fas* promoter, which contains 3 putative NF-kB binding sites inhibits NF-kB binding [31]. NF-kB pathway is deeply involved in HCC in human [38] as well as C3H mice [39, 40]. The DMR of *Mst1r* in the C3H mice tumors contained the putative NF-kB consensus sequence (5′- GTGGAGCCCC(G)-3′) and the CpG in the sequence is hypomethylated (Fig. 2b). Thus, hypomethylation of CpGs in the putative NF-kB site in the DMR of *Mst1r* may take a part in augmenting NF-kB binding and activating *Mst1r*. The DMR of *Slpi* includes the core sequence (5’-CGTG-3′) of xenobiotic-responsible element (XRE) and its hypomethylation inhibits the binding of AhR/Arnt complex [32, 33]. Thus, hypermethylation of CpG in the XRE core sequence in *Slpi* (Fig. 3b) may be involved in *Slpi* activation through AhR/Arnt binding, while the involvement of AhR/Arnt in spontaneous hepatic tumors is unknown. Contribution of the methylation status in TF binding sites require further studies.

During this study, we found that the sensitivity of Hepa1c1c7 cells and Hepa1-6 cells to 5-aza-dC is largely different (Fig. 5). 5-aza-dC is now utilized as epigenetic medicine to recover the expression of tumor suppressor genes by reducing DNA methylation [41]. 5-Aza-dC is transported into cells by nucleoside transporters, incorporated into DNA after being triphosphorylated by deoxy-cytidine kinase, and inhibits DNMT1 activity by forming a covalent bond with the enzyme or augmenting DNMT1 degradation. We measured the expression of DNA methylation and demethylation enzymes and found significantly lower expression of *Dnmt1*, *Dnmt3a* and *Dnmt3b* in Hepa1-6 cells compared to Hepa1c1c7 cells. Thus the suppression of *Dnmts* may contribute to the difference in the sensitivity of the cells to 5-aza-dC.

## Conclusions

The present study clarified the DNA methylation landscape in association with gene expression in the liver tumors of C3H mice. The data provide useful information for further genome-wide studies of mice models of HCC. The present study particularly proposed novel pathways regulated by DNA methylation for *Mst1r* and *Slpi*, which may be applied not only to mouse liver tumors but also to human HCC.

## Additional files

Additional file 1: **Table S1.** Primers for bisulfite sequencing and qRT-PCR. (XLSX 10 kb)

Additional file 2: **Figure S1.** Scatter plots for sample pairs. Scatter plots of % methylation values for each pair in normal tissues (*n* = 3) and tumor tissues (*n* = 3) were obtained using methylKit. Numbers on upper right corner denote pair-wise Pearson’s correlation scores. The histograms on the diagonal are methylation distribution of CpG sites for each sample. **Figure S2/.** Expression levels of *Mst1r, Slpi and Extl1* in tumor tissues with (*n* = 6) and without (*n* = 5) Ha-ras mutation. **Figure S3.** Hepa1-6 cells show lower expression of Dnmts compared to Hepa1c1c7. cDNA was prepared from Hepa1c1c7 cells and Hepa1-6 cells and the expression was measured by real-time PCR (*n* = 3). All genes were normalized to the expression of *rRNA*.. *** *p* < 0.001. (PPTX 296 kb)

Additional file 3: **Table S2.** List of DMRs position and methylation difference between normal and tumor liver tissues. (XLSX 317 kb)

Additional file 4: **Table S3.** Datasets of DNA methylation and gene expression downloaded from TCGA database. (XLSX 13 kb)

## Abbreviations

5-aza-dC: 5-aza-2′-deoxycytidine
CCl4: Carbon tetrachloride
DEN: N-nitrosodiethylamine
DMC: Differentially methylated cytosine
DMEM: Dulbecco’s modified Eagle’s medium
DMR: Differentially methylated region
FBS: Fetal bovine serum
FLC: Fibrolamellar hepatocellular carcinoma
HCC: Hepatocellular carcinoma
MeDIP: Methylated DNA immunoprecipitation
ORF: Open reading frame
RBSS: Reduced representation bisulfite sequencing
TCGA: The Cancer Genome Atlas
TF: Transcription factor
TSS: Transcription start site

# Supplementary material for: The DNA methylation profile of liver tumors in C3H mice and identification of differentially methylated regions involved in the regulation of tumorigenic genes
**Source:** BMC Cancer. 2018 Mar 22;18:317. doi: 10.1186/s12885-018-4221-0
**Supplement:** Supplementary file 2 — Figure S1. Scatter plots for sample pairs. Scatter plots of % methylation values for each pair in normal tissues (n = 3) and tumor tissues (n = 3) were obtained using methylKit. Numbers on upper right corner denote pair-wise Pearson’s correlation scores. The histograms on the diagonal are methylation distribution of CpG sites for each sample. Figure S2/. Expression levels of Mst1r, Slpi and Extl1 in tumor tissues with (n = 6) and without (n = 5) Ha-ras mutation. Figure S3. Hepa1-6 cells show lower expression of Dnmts compared to Hepa1c1c7. cDNA was prepared from Hepa1c1c7 cells and Hepa1-6 cells and the expression was measured by real-time PCR (n = 3). All genes were normalized to the expression of rRNA.. *** p < 0.001.

## Slide 1
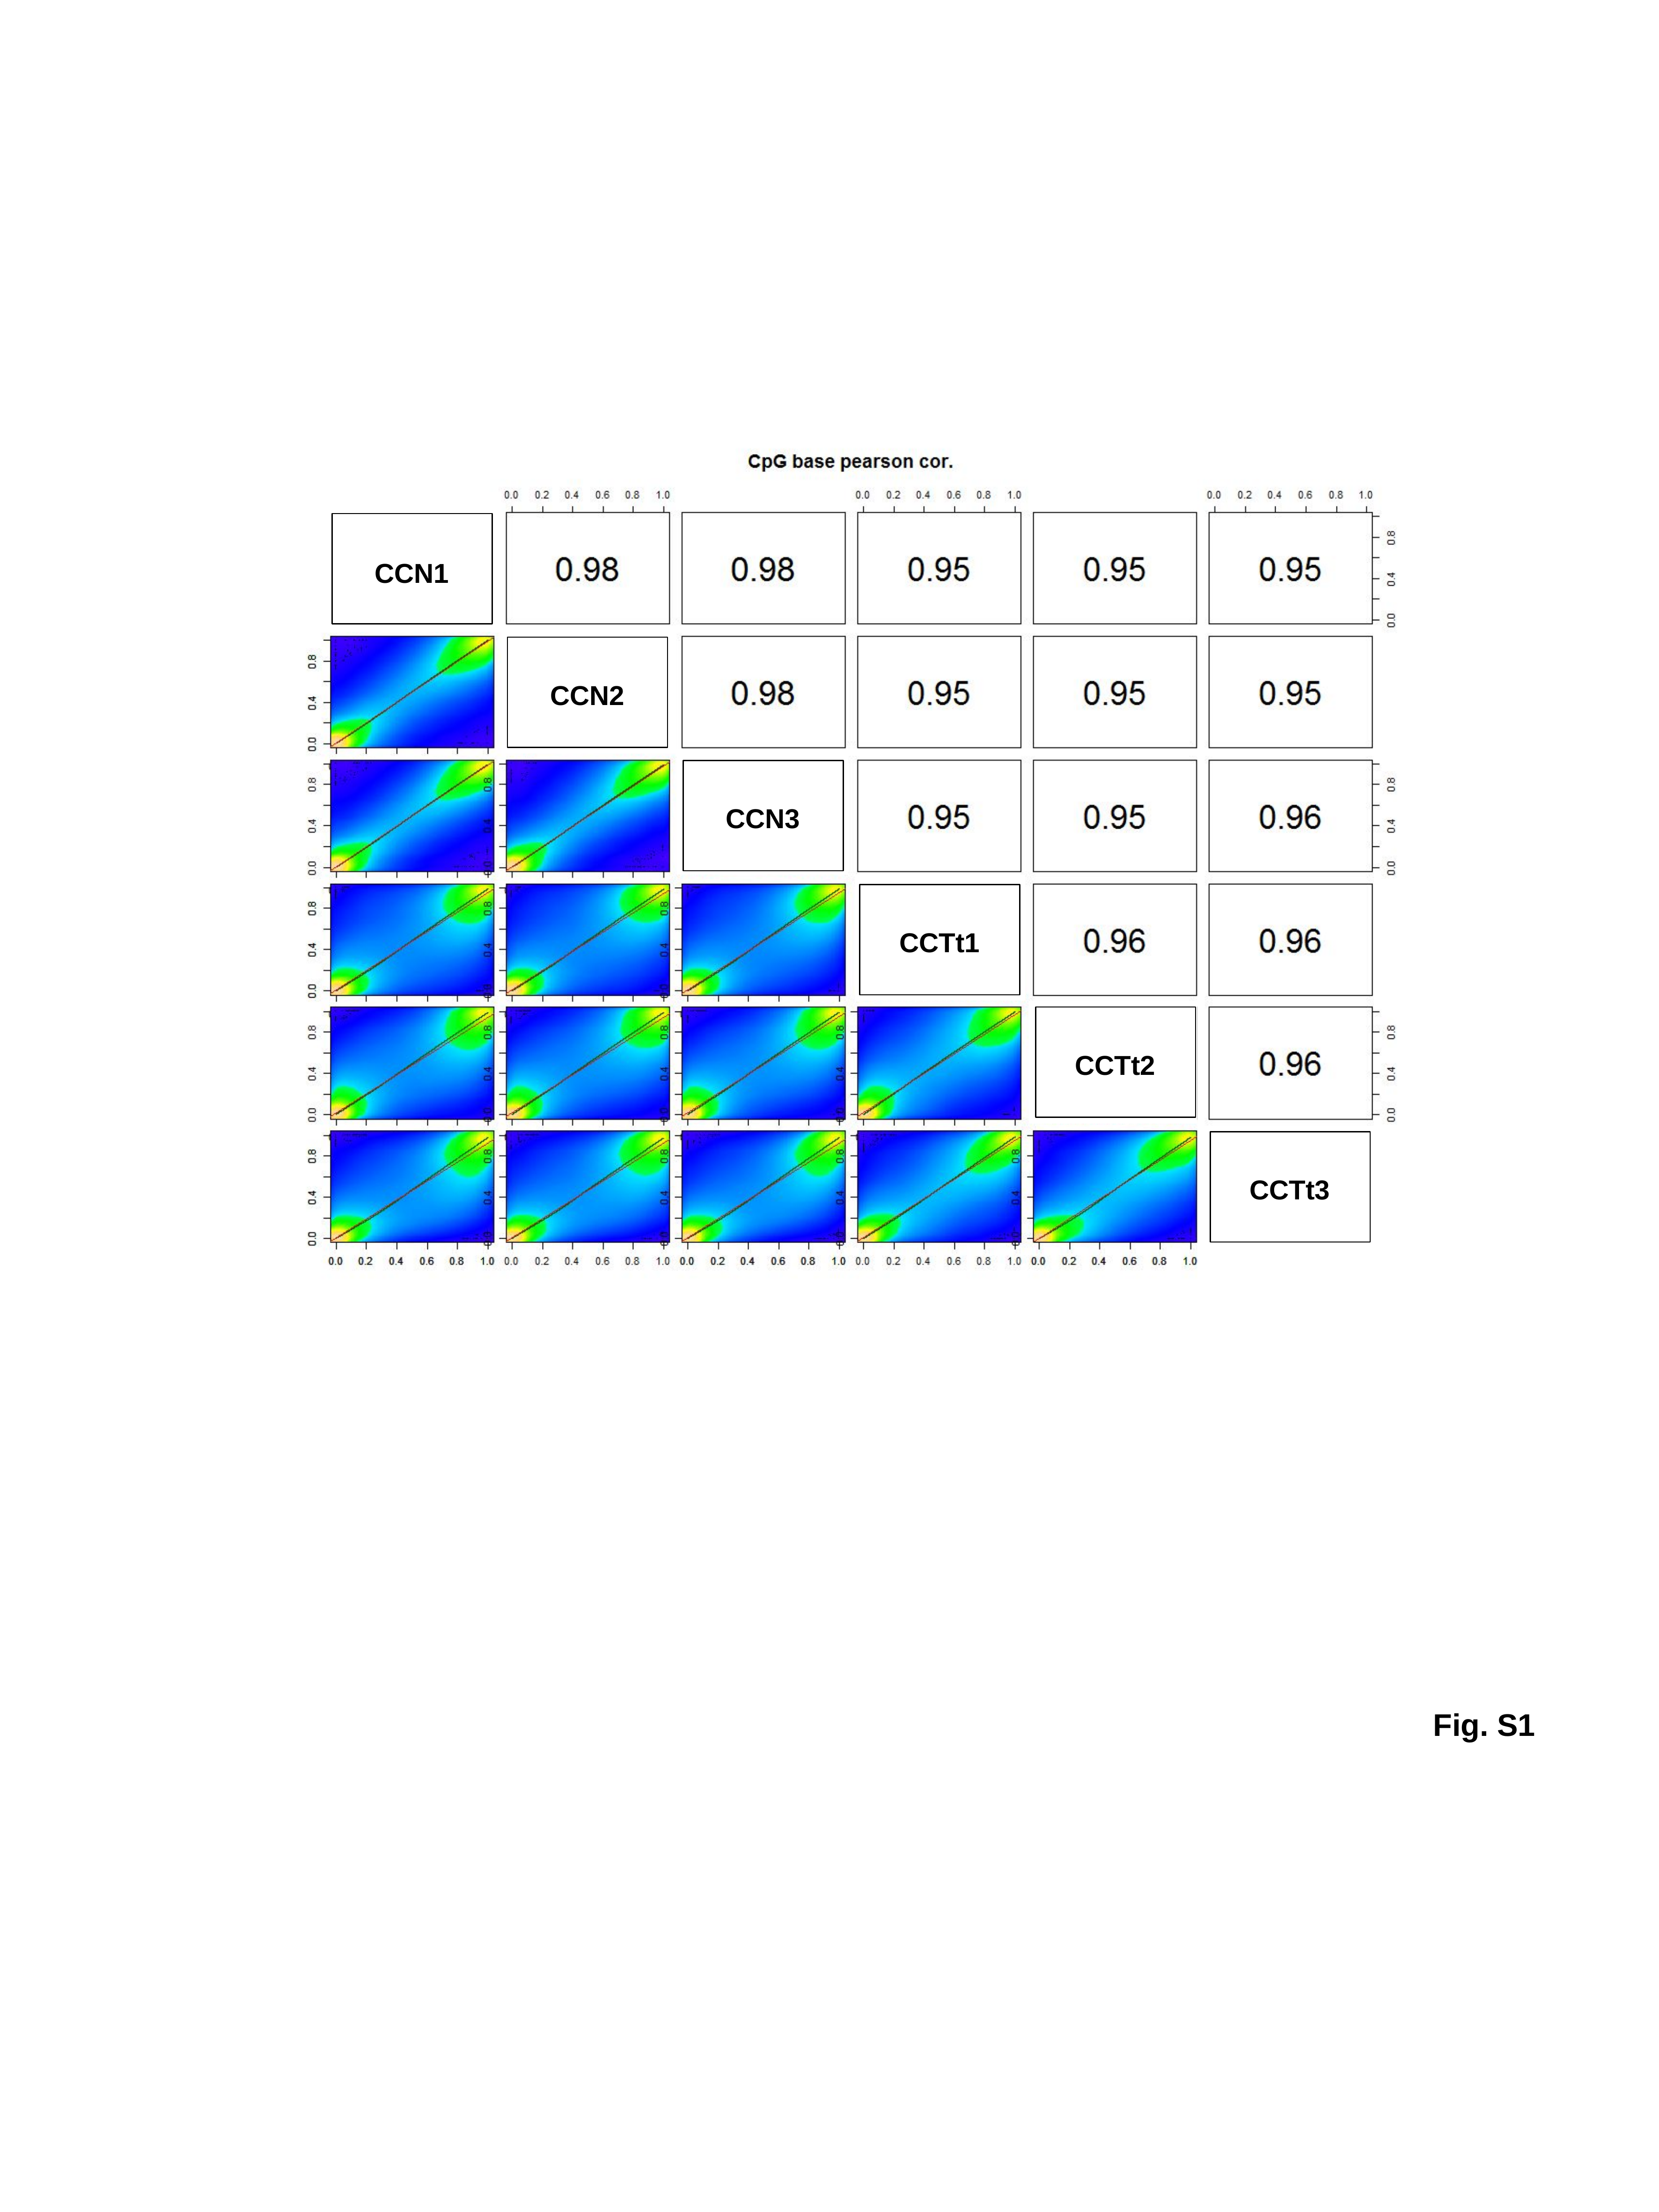

CCN1
CCN2
CCN3
CCTt1
CCTt2
CCTt3
Fig. S1

## Slide 2
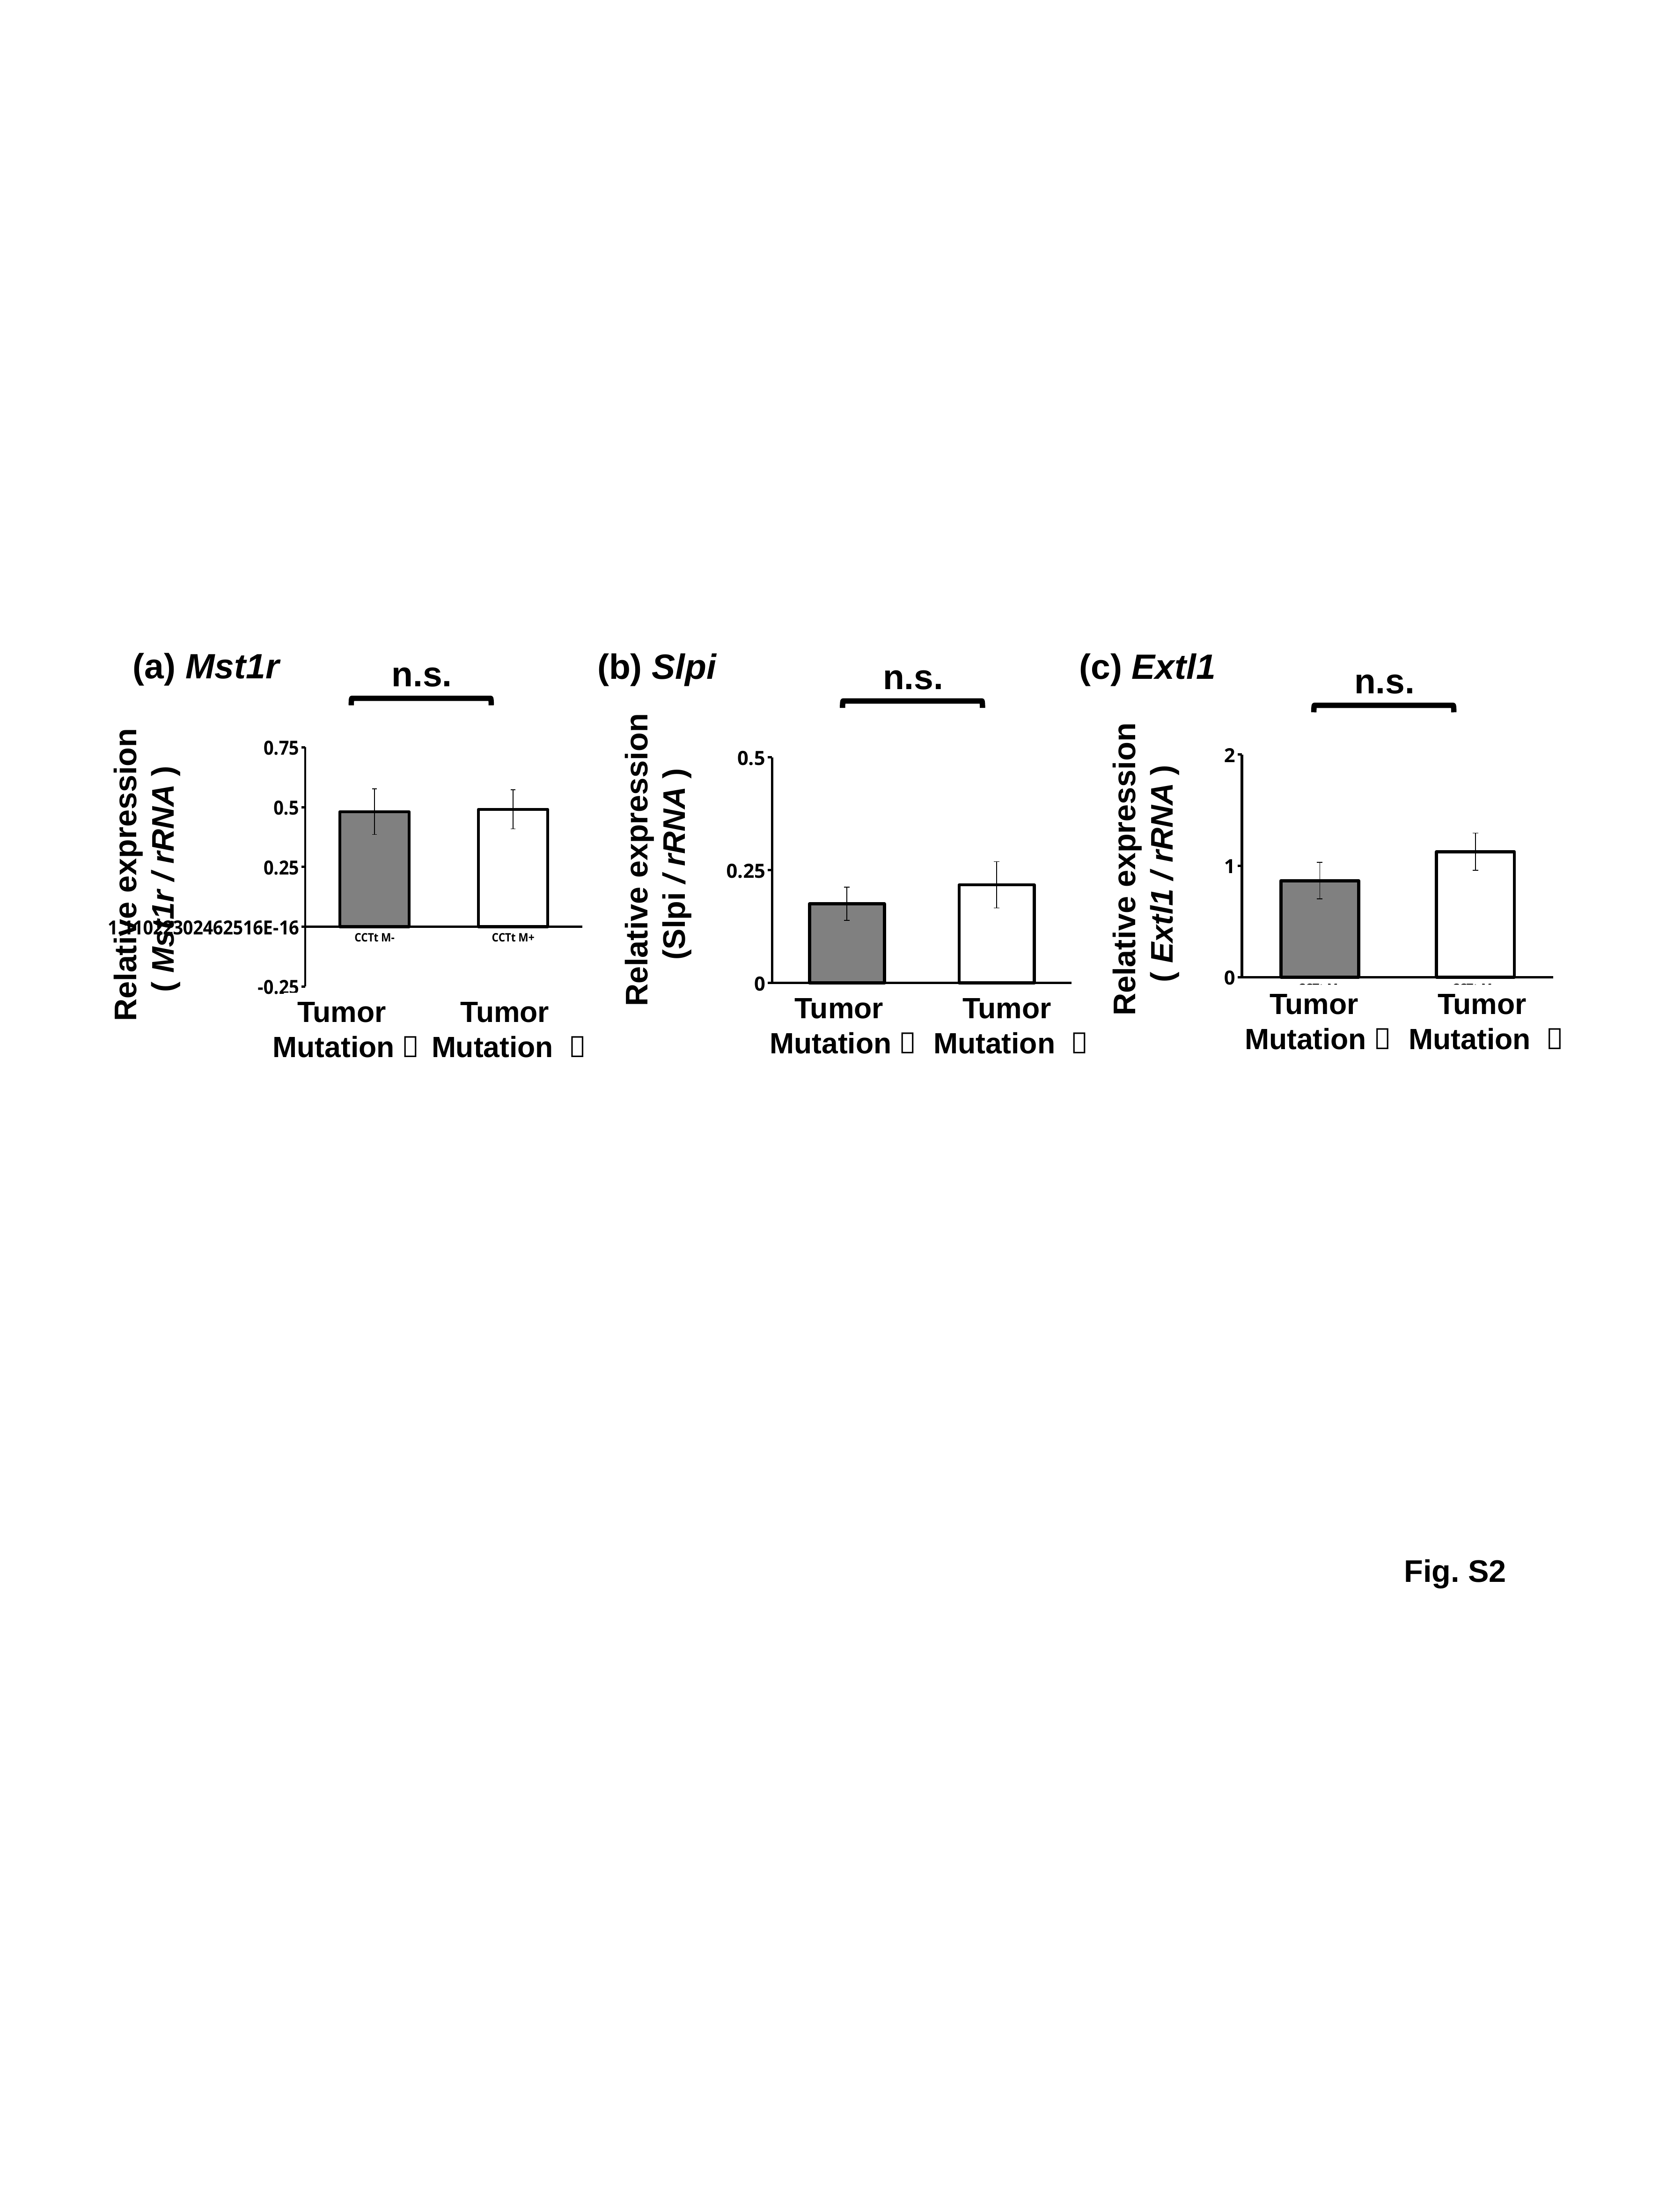

(a) Mst1r
(b) Slpi
(c) Extl1
n.s.
n.s.
n.s.
Relative expression
(Slpi / rRNA )
Relative expression
( Extl1 / rRNA )
Relative expression
( Mst1r / rRNA )
### Chart
| Category | |
|---|---|
| CCTt M- | 0.4811967183739605 |
| CCTt M+ | 0.491042539031897 |
### Chart
| Category | |
|---|---|
| CCTt M- | 0.17543743075641838 |
| CCTt M+ | 0.21760873864600852 |
### Chart
| Category | |
|---|---|
| CCTt M- | 0.8667372395137258 |
| CCTt M+ | 1.1267695881517894 |Tumor
Mutation－
Tumor
Mutation ＋
Tumor
Mutation－
Tumor
Mutation ＋
Tumor
Mutation－
Tumor
Mutation ＋
Fig. S2

## Slide 3
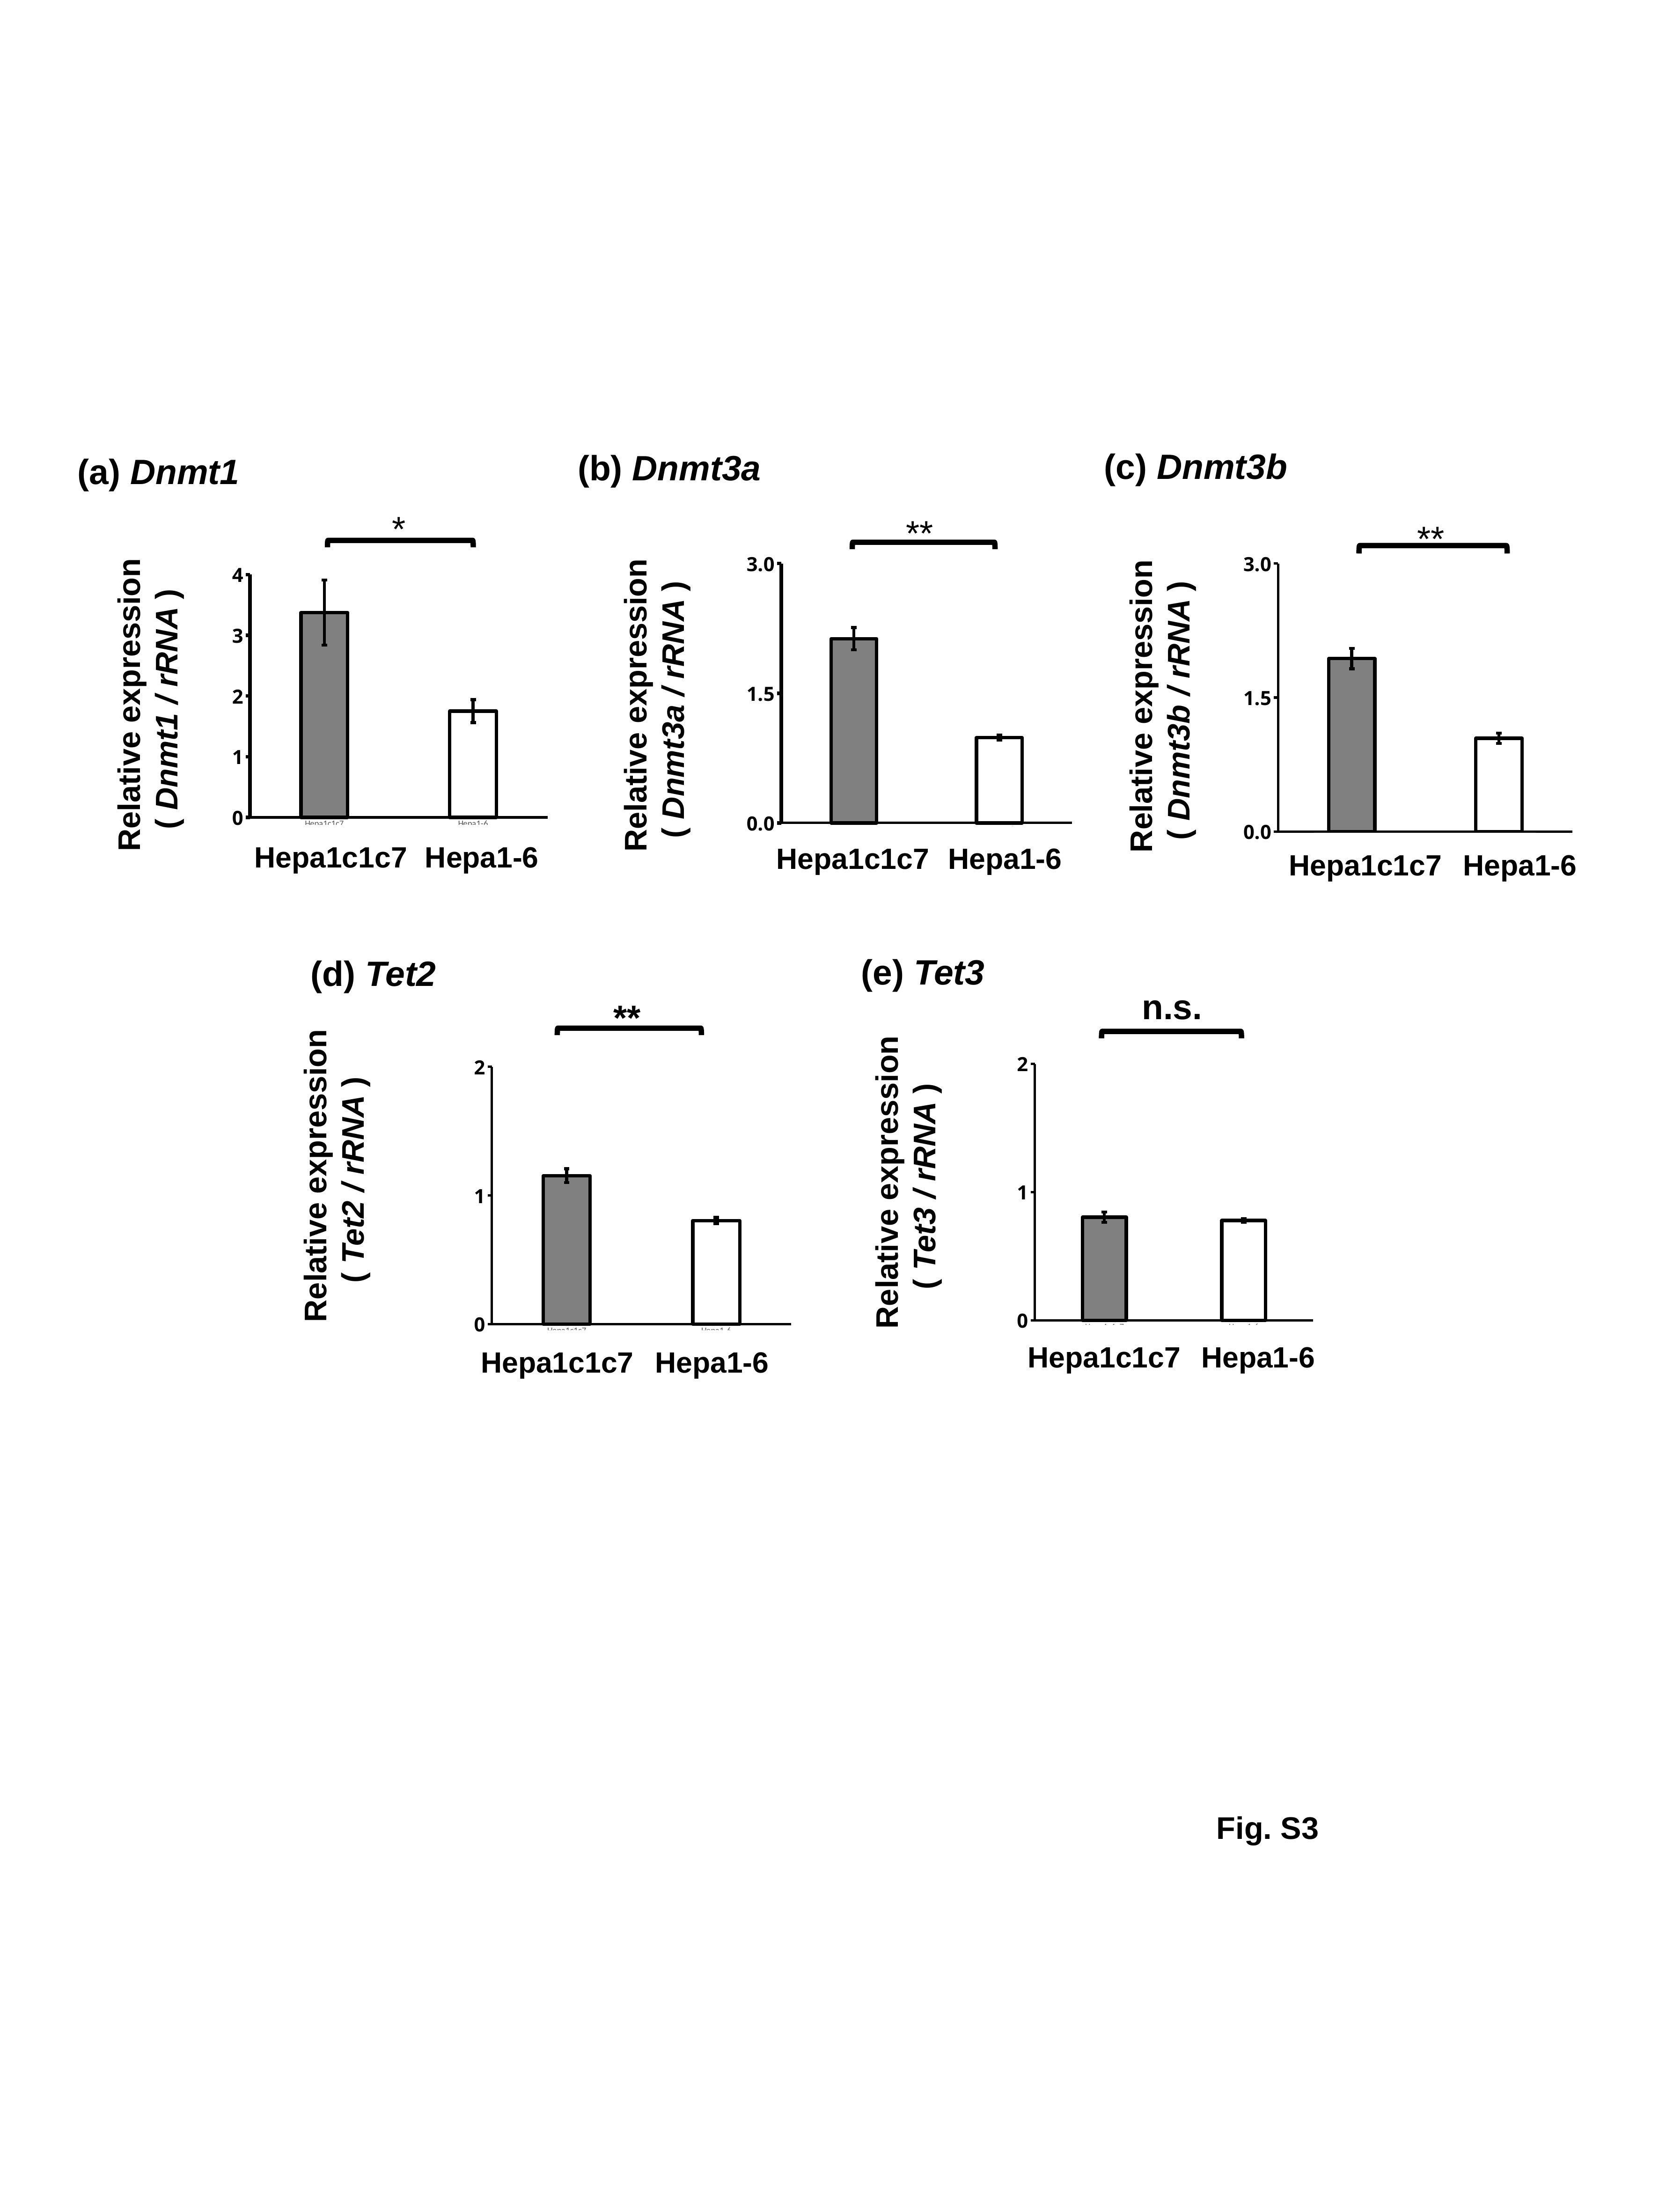

(c) Dnmt3b
(b) Dnmt3a
(a) Dnmt1
*
**
**
### Chart
| Category | |
|---|---|
| Hepa1c1c7 | 2.1304249511054265 |
| Hepa1-6 | 0.9875808678340668 |
### Chart
| Category | |
|---|---|
| Hepa1c1c7 | 3.3750160638838795 |
| Hepa1-6 | 1.7506183163641476 |
### Chart
| Category | |
|---|---|
| Hepa1c1c7 | 1.936705992927905 |
| Hepa1-6 | 1.0440797198000586 |Relative expression
( Dnmt1 / rRNA )
Relative expression
( Dnmt3a / rRNA )
Relative expression
( Dnmt3b / rRNA )
Hepa1-6
Hepa1c1c7
Hepa1-6
Hepa1c1c7
Hepa1-6
Hepa1c1c7
(e) Tet3
(d) Tet2
n.s.
**
Relative expression
( Tet2 / rRNA )
Relative expression
( Tet3 / rRNA )
### Chart
| Category | |
|---|---|
| Hepa1c1c7 | 1.1537096849803499 |
| Hepa1-6 | 0.8047370314617363 |
### Chart
| Category | |
|---|---|
| Hepa1c1c7 | 0.8042244564108388 |
| Hepa1-6 | 0.7791561657792748 |
Hepa1-6
Hepa1c1c7
Hepa1-6
Hepa1c1c7
Fig. S3

How the deposited data were processed for this re-analysis (not part of the article)

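Total RNA from 3 normal livers and 3 liver tumors with Ha-ras mutation of male C3H mice was hybridised to 6 SurePrint G3 Mouse GE arrays with 1 dye. For each array the authors deposited the output of Feature Extraction, version 10.7.3.1 by the file headers, whose processed signal intensity is background subtracted and spatially detrended and holds a surrogate value where the signal does not exceed the background. The same output gives the mean signal and the local background of each spot before subtraction. The authors also deposited a table of the processed signal as a ratio to the 75th percentile of each array, on a linear scale, and comparing it with the intensities showed that the percentile had been taken over all spots, controls included. The intensities were used as the starting point and the table of ratios as an alternative.

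From the deposited intensities, log2 of the processed signal minus log2 of the array's 75th percentile over all spots was computed. Control spots and spots marked as outliers by Feature Extraction were left out, spots of one probe were averaged on the log2 scale, and the 24901 of 55681 probes well above background on all 3 arrays of at least 1 group were kept. Expression values printed with an SD are on the linear scale. The groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. A gene was represented by its probe with the highest mean log2 signal over the 6 arrays. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for reading the files, the tables and the figures. Where a probe was not well above background on any array of a group, the fold is a lower bound against the mean of, per array, the higher of the lowest signal among probes well above background and the probe's own signal.

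Probe names were taken from RefSeq annotation of GRCm38.p6 through the probes' accession for 27325 probes, through the symbol for 3523 and through a synonym for 551, and the name of the array's design was kept for 24282. Gene positions are from the same annotation. No genome sequence was used here, and coordinates of the array design, which are on an older assembly, were not used. Every column of the deposited table belonged to a sample.

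The methods' criteria were applied as a ratio of arithmetic group means of at least 2, a group mean above 1.0 in either group, and p under 0.05 in the methods' t-test, unpaired and on linear values. The paper's statistics section names a two-tailed paired Student's t-test for comparisons of 2 groups, while the note of Table 1 names Student's t-test without pairing. The unpaired form was fixed before the data were examined, and its p equalled the paper's at 4 decimals, within 1 in the last place, for 24 of the 27 genes of Table 1. The paired form is among the alternatives. Camera of limma, with an inter-gene correlation of 0.01, tested 20 lists of 313 genes written down before the data were examined: cholesterol synthesis, pericentral and periportal hepatocyte genes, Ras-ERK feedback genes, male-biased and female-biased liver genes, imprinted genes, proliferation, markers of T and B lymphocytes, macrophages, neutrophils, cholangiocytes, endothelial cells, stellate cells and fibroblasts, oncofetal liver genes, hepatocyte identity, DNA methylation machinery, germline genes that depend on methylation, NF-kB targets and AhR targets. H19, Igf2 and Dlk1 stand in both the imprinted and the oncofetal list, and Cyp1a2 in both the AhR and the pericentral list. Of the genes of Table 1, Ltb stands in the NF-kB list. A planned test on the cholesterol list and a single value in the plot of Table 1 are not reported here.

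The rule for the genes named was fixed before the data were examined. It takes the mouse genes the paper names, the 5 genes with the largest rise and the 5 with the largest fall among those called, well above background on all 6 arrays and with the groups apart, the 3 genes with the highest signal in each group among those not well above background in the other group, and up to 4 members of each called list with the largest change in its direction. The fit and the list test were tested on simulated data. In a simulated comparison of 3 tumors with 3 normal livers over 24889 probes, 168 of 200 changed probes were called, all in the right direction, with 13 false calls. The share called was 59.7% at 2-fold, 92.5% at 4-fold and 100% at 8-fold, and camera called 6 of 6 lists moved by 2-fold and none of the other lists. The simulated noise was independent between probes and the simulated lists were random probes. The simulation therefore does not show how often camera calls lists falsely when genes are correlated.

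Alternatives tried were normexp background correction with an offset of 50, quantile normalization, no filter on dim probes, a stricter filter, the deposited table of ratios, the replicate number as a block, eBayes with a trend, the mean of a gene's probes, unpaired and paired versions of the methods' t-test, the ratio of arithmetic means, other readings of the expression threshold, fry and an estimated inter-gene correlation for the lists, and each array left out in turn. Scaling by spike-in controls and removal of each array's trend with GC content of the probes were added after seeing the data. A block for the slide could not be fitted, since each slide holds 1 group. The paper's bisulfite sequencing, real-time PCR, cell line and human data are not analysed here.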

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

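Of the tests in this part, those on swapped labels, on the slides and the spike-in probes, on the scaling, on the share of hepatocytes and on liver tumor 1 were chosen only after the results were seen, as were the scaling by spike-in controls and the removal of a GC trend.

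Among the 5329 genes that were called, well above background on all 6 arrays and without overlap of the groups, the largest rises after that of Slpi were in genes the paper does not discuss. Ly6d rose by 8.48 on the log2 scale (standard error 0.36), Spink1 by 7.65 (standard error 0.52), Scd2 by 6.78 (standard error 0.13) and Cdkn2b by 6.72 (standard error 0.23). Each was higher in 3 of 3 tumors than in all normal livers, with limma's adjusted p between 5.63e-06 for Scd2 and 3.23e-04 for Spink1, and stayed called with any 1 array left out. Outside this limit, Afp and H19 were called with larger rises than Slpi, 9.44 (standard error 0.63) and 9.04 (standard error 0.61). Afp was well above background in 2 of 3 normal livers and H19 in 1 of 3. With the mean of its probes H19 rose by 6.64. Another 474 genes were well above background in every tumor and in no normal liver. Those with the highest tumor signal were Akr1c18, at least 909-fold higher in the tumors, Erich4, at least 325-fold higher, and Gldn, at least 200.1-fold higher. These bounds, 9.83, 8.34 and 7.64 on the log2 scale, hold for the processed signal. With normexp, which adds an offset to dim signals, the fitted log2 fold changes were lower, at 7.62, 6.56 and 5.57.

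Among the same 5329 genes, the largest falls were those of Cyp7b1, with a log2 fold change of -5.09, Susd4 with -4.61, Nuggc with -4.44, Mup6 with -4.40 and Cyp1a2 with -4.31. Outside this limit, Sult5a1, which was well above background in 2 of 3 tumors, was called with a larger fall of -5.73 (standard error 1.12, and -4.33 without liver tumor 1). Liver tumor 1 was far below the other tumors for Cyp7b1, Susd4, Mup6 and Cyp1a2 but not for Nuggc, for which it was also the lowest. Cyp7b1 read 0.866 in tumor 1, 23.4 in tumor 2 and 35.2 in tumor 3, against 265 to 363 in the normal livers. Without tumor 1 the log2 fold changes were -3.40 for Cyp7b1, -3.17 for Susd4, -3.89 for Nuggc, -2.86 for Mup6 and -2.74 for Cyp1a2, which argues against tumor 1 alone as the source of the falls. Without any 1 of the normal livers, Cyp7b1, Susd4, Mup6 and Cyp1a2 were no longer called, while Nuggc stayed called with each array left out. Mup6 belongs to a family of similar genes that its probe may also detect, so its value is uncertain. Of the genes well above background in every normal liver and in no tumor, those with the highest signal were Capn8, at least 6.72-fold lower in the tumors, Gm1987, at least 5.94-fold lower, and Lipn, at least 5.41-fold lower. With normexp the fitted log2 fold changes of Capn8, Gm1987 and Lipn were -1.67, -1.40 and -1.17. These falls are smaller than the bounds, which are 2.75, 2.57 and 2.43 on the log2 scale.

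Technical explanations were weighed for the 8239 called probes as a whole. A swap of samples between the groups is argued against, since 6 of 6 arrays correlated best with an array of their own group. A GC trend that differs between arrays is argued against as the whole cause, since 7793 probes were called after it was removed. The higher local background of the slide with the normal livers would act on dim probes, but 37.6% of the brightest tested probes were called and 29.9% of the dimmest, with the probes split by brightness into 4 groups of about equal size. A shift equal for all probes of a slide cancels in the scaling by the percentile. The spike-in probes, scaled alike, therefore cannot test it. After scaling they differed between the slides by -0.49 to -0.04 on the log2 scale, less than 2-fold at their brightness. The excess of lower over higher calls depended on the scaling, since 63.6% of the called probes were higher with spike-in scaling, against 37.8% with the 75th percentile. Spike-in scaling shifts all probes of an array alike and so moves this balance by construction. Whether the scaling by the percentile caused the excess therefore cannot be told. The excess of lower calls concerned the smaller changes, since of the called probes that changed by 2-fold or more, 1820 were higher and 1658 lower. A difference between the slides that acts on some probes stays open, because 0 slides hold arrays of both groups and slide and tissue cannot be told apart. Chance cannot be excluded by regrouping the arrays, since 3 against 3 arrays allow only 10 splits. For the called probes, and for the probes that met the methods' criteria, the real split was the 1 split with as many, and the other splits gave at most 15 probes by the methods' criteria.

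Camera called 10 of the 20 gene lists, none of which the paper tests. Higher in the tumors were oncofetal liver genes (median log2 fold change 8.45, or 8.18 with genes dim in the normal livers at their bound, 6 of 6 tested genes higher), proliferation (2.60, or 2.23 with bounds, 19 of 20 higher), female-biased liver genes (2.60, 10 of 11 higher) and Ras-ERK feedback genes (1.15, 12 of 14 higher). NF-kB targets (0.98, 11 of 14 higher), cholesterol synthesis (0.97, 22 of 24 higher) and T and B lymphocyte markers (0.24, 6 of 7 higher) were higher as well. Lower were male-biased liver genes (-2.91, 17 of 18 lower), pericentral hepatocyte genes (-2.64, 16 of 16 lower) and periportal hepatocyte genes (-1.04, 13 of 16 lower). These medians cover genes that passed the filter on dim probes, which expression in the tumors helps to decide. Without the filter, the oncofetal median was 3.33 (8 of 11 higher), the female-biased median 1.36 (14 of 16 higher), the Ras-ERK feedback median 0.78 (13 of 19 higher) and the NF-kB median 0.69 (13 of 16 higher), and camera still called these lists. With normexp the medians were 6.21 for the oncofetal, 1.44 for the female-biased, 1.22 for the proliferation and 0.33 for the NF-kB list, which camera also called. Without liver tumor 1, the male-biased median was -2.21 and the pericentral median -1.78. Fry called all of these but the male-biased list, and camera with an inter-gene correlation estimated from the arrays called none, its lowest adjusted p being 0.164. The real split was the 1 split of 10 with the most called lists, but other splits gave 4 to 9, so chance cannot be excluded. The lymphocyte list was not called with normexp, quantile normalization or spike-in scaling, nor without normal liver 1, normal liver 2, liver tumor 1 or liver tumor 2, and the periportal list was not called without normal liver 3.

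The falls of the pericentral and male-biased lists could come from a lower share of hepatocytes in the tumors. As the whole cause this is argued against by the hepatocyte identity list, which such a loss would lower as much, but whose median log2 fold change was -0.18 (0.02 with spike-in scaling and 0.05 with quantile normalization), with -0.06 for Alb and 0.16 for Hnf4a. A smaller loss of hepatocytes as a part of the cause stays open. Of the 14 tested genes of that list 12 were lower, with a mean of -0.46, and fry called the list lower (adjusted p = 0.00971) while camera did not (adjusted p = 0.404). With spike-in scaling 7 of the 14 were higher. The lists of other cell types, which a smaller share of hepatocytes would raise alike, had medians of -0.90 for macrophages, -0.22 for cholangiocytes, -0.01 for endothelial cells and 0.31 for stellate cells and fibroblasts, whose mean was -0.11. The medians were 0.03 for neutrophils and 0.24 for T and B lymphocytes, the 1 list of another cell type that camera and fry called higher. A change within the hepatocytes and a difference between the slides that acts on some probes stay open.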

How the results depend on the processing

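Scaling by spike-in controls and removal of the GC trend were chosen after seeing the data. A block for the slide was not run, because each slide holds 1 group and batch and group cannot be told apart.

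The 8239 called probes became 7359 with normexp, 7581 with quantile normalization, 7287 with only probes well above background on all 6 arrays, 8223 with the deposited ratios, 8738 with a trend in eBayes, 5625 by the methods' t-test on log2 values with Benjamini-Hochberg adjustment and 7793 with the GC trend removed. They were 4674 of 55681 probes without a filter on dim probes, 3478 with a 2-fold change required, which is stricter by construction, and 5283 with spike-in scaling. For the filter and the spike-in scaling the cause was not tested. Spike-in scaling moved the median log2 fold change of all tested probes from -0.13 to 0.07. With each array left out in turn, 4965 to 7115 probes were called, the fewest without normal liver 2.

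Whether equal replicate numbers pair the samples cannot be told. The deviations of equally numbered arrays from their group means correlated at 0.07, 0.13 and 0.05. For unequally numbered arrays the correlations were -0.14 to 0.06. With so few arrays, low correlations cannot show whether equally numbered tissues come from the same mouse. With the replicate number as a block, limma called 7021 probes. The paired form of the methods' t-test called 0 probes after Benjamini-Hochberg adjustment, with 7681 at an unadjusted p under 0.05, and 0 genes of Table 1 over all probes, with 20 adjusted over the list alone. In this paired form, Mst1r (fitted log2 fold change 6.01, no bound), Slpi (8.63), Extl1 (-1.32) and Il33 (3.19) kept their values but were not called. This form has fewer degrees of freedom by construction. On linear values, where the paper's statistics section names a paired test, it left 1601 probes by the methods' criteria, 704 higher and 897 lower, and 21 of the 27 genes of Table 1 at its threshold, and its p, rounded to 4 decimals, differed from the paper's both by more than 1 in the last place and by more than 1.5 times for 27 of 27 genes, against 1 for the unpaired form.

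Under the other alternatives, Slpi, Extl1 and Il33 kept their direction and their call. Mst1r did so wherever it was tested, but it gave no value with only probes well above background on all 6 arrays, nor did Cela1, Fgl2 and Nfe2. The log2 fold change ranged from 8.04 to 8.82 for Slpi, from -1.34 to -0.88 for Extl1, from 1.96 to 3.39 for Il33 and, as a fitted value, from 3.37 to 6.21 for Mst1r. With each array left out it ranged from 8.39 to 8.96 for Slpi, -1.57 to -1.16 for Extl1, 3.03 to 3.43 for Il33 and 5.90 to 6.13 for Mst1r.

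Of the 27 genes of Table 1, 22 were called by the methods' t-test on log2 values, 24 without a filter on dim probes, 23 of 23 with the stricter filter and 24 to 27 with each array left out. With normexp, 22 changed by 2-fold or more. The 2038 probes by the methods' criteria became 3262 with probes well above background in place of an expression value above 1.0 and 4269 with no expression threshold, both of which admit more probes by construction, and 1704 to 2108 with each array left out.

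Camera called 10 lists and fry 12. With an estimated inter-gene correlation camera called 0, and the cause was not tested. With each array left out, 9 to 10 lists were called.

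Of 87 other named genes, 0 reversed their direction while called. Apart from the paired form, most calls were lost with the methods' t-test on log2 values (18), without a filter on dim probes (14) and without normal liver 1 or normal liver 2 (13 each). Signal over background limits the genes that were dim in 1 group, and the fitted change of Mst1r was smallest with normexp.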

Differences from the paper's values

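The expression ratio of Slc17a8, tumor over normal, is 0.11 in the paper and was 0.189 here. Among the alternatives set before the data were examined, the mean of the gene's probes gave 0.124, leaving out normal liver 3 gave 0.164 and leaving out liver tumor 3 gave 0.162, which no longer differed from the paper's value by the same measure. The ratio still differed with normexp, quantile normalization, no filter on dim probes, the stricter filter, the deposited ratios, the replicate block, eBayes with a trend, both forms of the methods' t-test, the ratio of arithmetic means and each other array left out. With the mean of the gene's probes the ratio of Snx29, which is 0.22 in the paper and was 0.228 here, became 0.412, so that setting also left 1 of the 27 ratios apart from the paper's. The second probe of Slc17a8 alone, looked at after seeing the values, gave 0.112 as a ratio of arithmetic means. Its p in the methods' t-test on linear values was 0.0142, the same as the paper's, against 0.0127 for the brightest probe. The choice of probe can therefore account for the difference.

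For C8b the paper's p is 0.0066, and the methods' t-test on linear values gave 0.00121 here. The methods' t-test on log2 values gave 0.00333 and the paired form on linear values 0.0148, both of which still differed from the paper's value.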

Other observations

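The tests in this part were planned before the results were seen, apart from the separate tests for neutrophils and for lymphocytes, the scaling by spike-in controls and the removal of the GC trend. Each explanation is a hypothesis, and slide and tissue cannot be told apart for any of them.

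Igfals and C8b were lower in the tumors. A loss of the male-biased expression of the liver would lower the male-biased list and not the female-biased list. The medians of -2.91 and 2.60 are consistent with such a loss, but fry did not call the male-biased list (adjusted p = 0.104). Of its most lowered genes, Hsd3b5, Elovl3 and Slco1a1 were not called, with log2 fold changes of -6.51, -5.43 and -4.86 and -3.24, -2.85 and -2.77 without liver tumor 1. All 3 were called without liver tumor 1, with normexp and with spike-in scaling, and Slco1a1 also with a trend in eBayes. Whether Igfals and C8b depend on this programme was not tested.

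Slpi could be higher because the tumors hold more neutrophils, and Ltb because they hold more lymphocytes. Such cells would bring their abundant transcripts. The larger log2 fold change of S100a8 and S100a9 was 0.71, against 8.63 for Slpi, which argues against neutrophils as the source of its rise, and all 5 tested genes of the neutrophil list were also well above background in the normal livers. For Ltb, with 4.20 (standard error 0.49), lymphocytes as the whole cause are argued against, since the largest log2 fold change of the 7 tested T and B lymphocyte genes was 1.59 for Cd4 (standard error 0.21), followed by 0.88 for Zap70 and 0.80 for Cd79a, and that of Cd3e was 0.03. A part of the rise from lymphocytes stays open. Limma called Cd4 (adjusted p = 0.00320) and Zap70 (adjusted p = 0.0112), and camera (adjusted p = 0.0434) and fry (adjusted p = 0.0374) called the list higher, but camera did not with normexp, quantile normalization or spike-in scaling. With the mean of its probes Cd4 rose by 0.56. The mean expression values in the normal livers were 59.5 for Cd4 and 18.3 for Zap70, against 0.422 for Lck and 0.225 for Cd79a of the same list. Whether the bright probes of Cd4 and Zap70 report lymphocytes is therefore uncertain.

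Ha-ras activity would raise genes of Ras-ERK feedback. Their median of 1.15 is consistent with it. Egr1 rose by 4.63 and Ccnd1 by 2.14 on the log2 scale, and Dusp5 and Ier3, dim in the normal livers, were at least 4.14-fold and 4.49-fold higher. With normexp the fitted log2 fold changes of Dusp5 and Ier3 were 0.99 and 0.89, below these bounds. Other activators of the pathway were not tested. Hras had a log2 fold change of 0.28 and was not called, but it was with normexp (0.38), quantile normalization (0.40) and the methods' t-test on log2 values, and the mean of its probes was 0.03.

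A general loss of DNA methylation would raise germline genes that depend on it. Only 4 of 17 such genes were tested, with a median of -0.77, and fry called them lower. Without the filter on dim probes 16 were tested, with a median of -0.39 and 2 higher. The genes added in this way were well above background on all 3 arrays of neither group. Too few were therefore measured to decide whether such a loss contributes to the rise of genes with hypo-DMRs. Dnmt3b was lower at -1.24 (standard error 0.23) and its other probes at -0.62 and -0.82. Tet1 was lower at -1.82 by its brightest probe, its other probes being mostly below background. Dnmt1 (0.04), Dnmt3a (0.10), Tet2 (-0.40) and Tet3 (-0.05, or 0.15 with spike-in scaling) were not called, and with single arrays left out Dnmt1, Dnmt3a and Tet3 changed sign. The other probes of Tet2 were lower at -0.52 (adjusted p = 0.106) and at -0.96 (adjusted p = 0.0387), the latter called and well above background on 4 of 6 arrays.

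The lists that camera did not call were AhR targets (median log2 fold change -0.23), DNA methylation machinery (-0.05), cholangiocyte (-0.22), endothelial (-0.01), germline, hepatocyte identity, imprinted (-0.12), macrophage, neutrophil (0.03) and stellate cell and fibroblast genes. With spike-in scaling the medians of the DNA methylation machinery (0.15), endothelial (0.19) and imprinted (0.08) lists turned positive, and that of AhR targets did so with normexp (0.19). The endothelial median was also positive with quantile normalization (0.08) and with the GC trend removed (0.05), and that of the DNA methylation machinery with quantile normalization (0.01). Only 4 AhR targets were tested, and their median was 0.15 without liver tumor 1 and -1.12 without liver tumor 2. Leaving out single arrays also turned the sign of the imprinted (0.25 without liver tumor 1), endothelial (0.02 without normal liver 1) and neutrophil (-0.09 without normal liver 3) medians. The macrophage list was called lower with normexp, quantile normalization, the deposited ratios, spike-in scaling, the GC trend removed, and without normal liver 2 or liver tumor 1. The means of the imprinted (0.79), endothelial (0.22) and stellate (-0.11) lists differed in sign from their medians, and fry called the germline and hepatocyte identity lists lower and the imprinted list higher. Of other genes the paper names, Ahr had -0.84 by its brightest probe and -0.18 by the other, Arnt -0.36, Nfkb1 0.04 (-0.03 with normexp) and Mst1 0.34, of which only Ahr was called (adjusted p = 0.0361). Mst1 was also called with normexp (0.39), quantile normalization (0.55) and a trend in eBayes, and Arnt with a trend in eBayes. Ahr was no longer called with quantile normalization, no filter on dim probes, the mean of the gene's probes, the methods' t-test on log2 values or spike-in scaling, nor with any 1 array left out other than normal liver 3, and in the methods' t-test on linear values its p was 0.0781.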
